# Tnfrsf4-expressing regulatory T cells promote immune escape of chronic myeloid leukemia stem cells

**DOI:** 10.1172/jci.insight.151797

**Published:** 2021-12-08

**Authors:** Magdalena Hinterbrandner, Viviana Rubino, Carina Stoll, Stefan Forster, Noah Schnüriger, Ramin Radpour, Gabriela M. Baerlocher, Adrian F. Ochsenbein, Carsten Riether

**Keywords:** Hematology, Stem cells, Cancer immunotherapy, Leukemias

## Abstract

Leukemia stem cells (LSCs) promote the disease and seem resistant to therapy and immune control. Why LSCs are selectively resistant against elimination by CD8^+^ cytotoxic T cells (CTLs) is still unknown. In this study, we demonstrate that LSCs in chronic myeloid leukemia (CML) can be recognized and killed by CD8^+^ CTLs in vitro. However, Tregs, which preferentially localized close to CD8^+^ CTLs in CML BM, protected LSCs from MHC class I–dependent CD8^+^ CTL–mediated elimination in vivo. BM Tregs in CML were characterized by the selective expression of tumor necrosis factor receptor 4 (Tnfrsf4). Stimulation of Tnfrsf4 signaling did not deplete Tregs but reduced the capacity of Tregs to protect LSCs from CD8^+^ CTL–mediated killing. In the BM of newly diagnosed CML patients, *TNFRSF4* mRNA levels were significantly increased and correlated with the expression of the Treg-restricted transcription factor *FOXP3*. Overall, these results identify Tregs as key regulators of immune escape of LSCs and TNFRSF4 as a potential target to reduce the function of Tregs and boost antileukemic immunity in CML.

## Introduction

BCR-ABL1 Tyrosine kinase inhibitors (TKI) have revolutionized the clinical management of chronic myeloid leukemia (CML) patients. These TKIs remarkably improved the prognosis of CML patients, as indicated by the induction of durable complete cytogenetic hematologic responses in the majority of patients and even deep molecular remissions in a proportion of patients (1–3). Only half of the latter patients can permanently discontinue TKI therapy and maintain a treatment-free remission (4). This is due to the insufficient action of TKIs on quiescent, self-renewing leukemia stem cells (LSCs) in the BM of the patients. Such persistent LSCs can maintain the disease and are responsible for relapse of the disease upon drug discontinuation (5).

Immunotherapy may be a potential approach to eradicate such TKI-insensitive cells/LSCs in CML patients. Leukemia cells, including LSCs, are sensitive to lysis by T cells and NK cells. The relevance of allo-reactive CD8^+^ T cells in the control of leukemia has impressively been documented in leukemia patients receiving allogenic hematopoietic stem cell transplantation (aHSCT; refs. 6–8) or in patients receiving donor lymphocyte infusions after relapse (7, 9, 10). However, the contribution of the endogenous adaptive immune system to the pathophysiology of leukemia is less evident. Recent studies using highly sensitive detection methods for the BCR-ABL1 transcript demonstrated that residual leukemic cells and CML LSCs can be detected even in patients who are in a molecular remission after TKI discontinuation (11, 12). These findings suggest that the host immune system may contribute to the control of these residual cells and prevent CML progression/relapse in these patients.

Compared with the majority of solid tumors, CML cells have a low mutational burden resulting in the generation of only a limited number of neo-antigens that may be detected by specific CD8^+^ cytotoxic T cells (CTLs; ref. 13). As yet, endogenous CD4^+^ and CD8^+^ T cell responses directed against leukemia-specific antigens (LSA) and leukemia-associated antigens have been detected in chronic phase CML patients (14–17) — particularly LSA derived from the junctional region of BCR-ABL1, which represent CML-specific neo-antigens. Furthermore, aberrantly expressed self-proteins such as Wilms’ tumor protein-1 (WT-1), Proteinase 3 (PR 3), and human telomerase reverse transcriptase (hTERT) have also been shown to be immunogenic and to elicit specific T cell responses in vitro and in vivo (14, 16, 17). However, despite the expression of major histocompatibility complex I and II (MHC class I and II) and costimulatory ligands on LSCs that allow their interaction with CD4^+^ and CD8^+^ T cells (18–20), activated CTLs fail to eliminate LSCs in vivo and, rather, promote their expansion (18, 19, 21). This raises the hypothesis that the BM microenvironment may harbor immunosuppressive mechanisms that prevent the immune control of LSCs.

Tregs are essential for the maintenance of immune tolerance and represent a crucial component of the BM microenvironment during homeostasis and in leukemia (22, 23). Numbers and frequencies of Tregs in peripheral blood and BM are increased in CML patients at diagnosis (23–26). Furthermore, Tregs are especially reduced in patients who achieved a complete cytogenetic response (27). Similarly, a successful maintenance of treatment-free remission is associated with reduced numbers of Tregs (28–30). How Tregs are involved in the development of CML and immune escape of LSCs is, however, still unknown.

In this study, we analyzed the contribution of BM Tregs in the pathogenesis of CML. We show that Tregs protect LSCs from elimination by CD8^+^ CTLs and that this process can be successfully inhibited by activation of tumor necrosis factor receptor 4 (Tnfrsf4) signaling on Tregs. Overall, this study reveals TNFRSF4 as a potential target to reduce the function of Tregs and improve antileukemic immunity against LSCs.

## Results

### Thymic-derived Tregs with an activated immunophenotype accumulate in the BM of CML mice.

We first analyzed spatial distribution of BM Tregs in respect to CTLs, as well as Treg numbers and phenotype in a murine retroviral transduction/transplantation CML model (31). In the BM of CML and naive mice, Tregs were widely distributed, did not form clusters, and were preferentially localized near CTLs, as analyzed by IHC (Figure 1, A–D).

FACS analysis revealed that absolute numbers of Tregs and the frequency of Tregs among CD4^+^ T cells in the BM of CML mice were significantly increased compared with BM of naive mice (Figure 1E and Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.151797DS1). In addition, the frequency of Tregs among CD4^+^ T cells correlated with leukemia burden (Figure 1F). The apoptosis rate of CD4^+^ T cells in the BM of CML mice was substantially higher in BM of than naive control mice. However, the apoptosis rate was similar in Tregs and CD4^+^ conventional T cells (Tconv) (annexin V^+^ cells; Tregs CML, 23.87 ± 3.67; Tconv CML, 22.81 ± 7.45) and, thus, cannot explain the increased frequency of Tregs in total CD4^+^ T cells (Figure 1, G and H). In contrast, Ki-67 staining indicated an enhanced proliferation of Tregs (Figure 1I). To determine the cellular origin of Tregs in CML, we stained for Helios and neuropilin-1, two markers that allow to discriminate Tregs that develop in the thymus (tTregs) and Tregs that arise by conversion from CD4^+^Foxp3^–^ Tconv in peripheral tissues (pTregs; ref. 32). The BM of CML mice harbored a greater proportion of tTregs (Figure 1J). In addition, Tregs in the BM of CML mice had an activated effector phenotype (eTregs) compared with controls, as indicated by an increased expression of CD44 and lack of CD62L expression on the cell surface (Figure 1K).

The accumulation of eTregs was further confirmed by assessing markers that are characteristically increased in expression during the differentiation from naive/resting Tregs (nTregs) into eTregs and that mediate their immunosuppressive function such as the transcription factor Foxp3 and the surface molecules cytotoxic T lymphocyte–associated protein 4 (Ctla-4), glucocorticoid-induced TNFR-related protein (Gitr), glycoprotein-A repetitions predominant (Garp), and transforming growth factor β1 (Tgf-β1; Figure 1, L–O). Importantly, these phenotypic changes observed in the BM of CML mice were not observed in lymphoid organs such as the spleen (Supplemental Figure 1, C–H).

### Tregs in the BM of CML mice display an activated and immunosuppressive gene expression signature.

Next, we performed an RNA-Seq analysis on Tregs isolated from BM of naive and CML mice. 

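Tregs were isolated from the BM of 3 naive and 3 CML Foxp3DTR/GFP mice, in which the Foxp3 locus drives GFP. The CML mice were at day 15 after leukemia induction. Their BCR-ABL1 leukemia cells also carry GFP, and the RNA-Seq methods do not give the gate used to sort the Tregs. The RNA was amplified with a kit for very small inputs and sequenced in single-end reads. The authors assembled the reads in SeqMan NGen, analyzed them in ArrayStar and deposited a value for each annotated feature in each mouse. The genome build, the annotation and the unit are not named in the paper's text. In each library, the value multiplied by the length of the microRNA or small nucleolar RNA gene fell on whole multiples of a fixed step more often than the 10% of chance (30.5% to 59.0% of products, leaving out those that define the step). Such steps arise in any unit that divides reads by feature length. The values were used as RPKM because their sums differ between libraries (669761 to 815919), but the steps do not single out this unit. The size of the step gave 7613827, 829184 and 2286190 reads for CML replicates 1, 2 and 3, and 5187987, 8771237 and 9751911 reads for naive replicates 1, 2 and 3. Reads lay on 16214, 12589 and 14257 features in the CML libraries and on 16332, 17096 and 18094 features in the naive libraries. The values of CML replicate 2 are the least precise because this library has the fewest reads. Its 10 highest features also held 50.7% of its summed values, compared with 28.5% to 31.3% in the other 5 libraries. Features without reads carry a value of 0.001 in the deposited tables and were set to 0. Tests were run with limma on log2(RPKM + 1) for the 13923 genes with a mean of at least 1 RPKM over the 6 mice. Fold changes on this scale understate the change of genes with low values.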

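Over the 13923 genes tested, the Euclidean distance between the log2(RPKM + 1) values was 106 between naive replicates 1 and 2, 98.7 between naive replicates 1 and 3, and 87.1 between naive replicates 2 and 3. The mean distance between naive Tregs was 97.4. Distances between a naive and a CML library ran from 100.3 to 165, with a mean of 135. The shortest of these, between CML replicate 1 and naive replicate 3, was within the range of distances between naive Tregs. In a PCA of the same values, centered for each gene and not scaled, naive replicates 1, 2 and 3 had PC1 scores of -33.3, -30.3 and -27.5 and PC2 scores of -32.8, -22.0 and -21.3.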

In the principal component analysis (PCA) analysis, Tregs isolated from naive mice clustered together (Figure 2A). In contrast, Tregs derived from the BM of CML mice showed a certain degree of heterogeneity in terms of gene expression (PC2). 

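The distance was 157 between CML replicates 1 and 2, 132 between CML replicates 1 and 3, and 168 between CML replicates 2 and 3. The mean distance within CML Tregs, 152, was 1.56 times that within naive Tregs (exact 2-sided permutation test over the 20 assignments of the 6 mice, p = 0.2; the smallest p of this design is 0.1). The ratio changed most when a pseudocount of 0.001 replaced 1, to 1.79. PC2 held 25.6% of the variance and set CML replicate 3 (score 95.7) apart from CML replicate 1 (-5.28) and CML replicate 2 (-14.3). PC3 held 14.9% of the variance and set CML replicate 1 apart, with a score of -69.1.

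**Figure D1:**
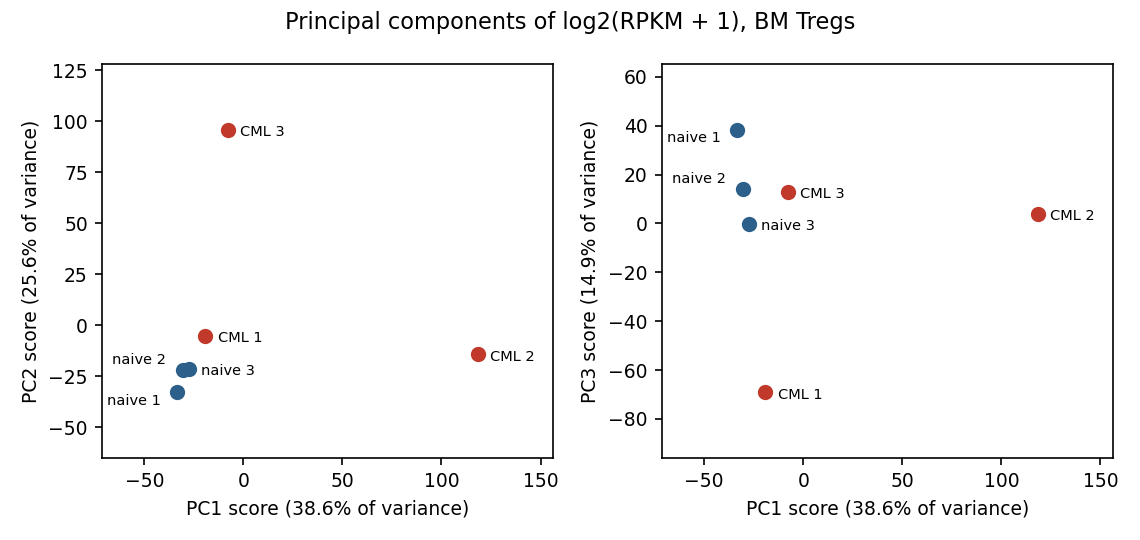
Scores of the 6 Treg libraries on PC1 and PC2 (left) and on PC1 and PC3 (right), without units, from log2(RPKM + 1) values. Each point is a mouse, red for CML and blue for naive, and the 3 naive mice lie between -33.3 and -27.5 on PC1 while CML replicate 2 lies at 118.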

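PC1 held 38.6% of the variance. CML replicates 1, 2 and 3 scored -19.3, 118 and -7.94 on PC1, and all 3 lay above the 3 naive libraries (exact 2-sided permutation test of the difference in mean scores, p = 0.1, the smallest p that 3 mice against 3 allow). CML replicate 2 lay much farther from the naive libraries than the other CML replicates did. Without CML replicate 2, PC1 held 42.0% of the variance, and the groups still did not overlap on PC1. The share of PC1 changed most without CML replicate 3, to 51.5%.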

Independent of this heterogeneity, Tregs derived from CML mice clearly separated from naive Tregs (PC1). 

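With limma's moderated test (lmFit and eBayes with a trend, Benjamini-Hochberg adjustment over 13923 genes), 24 genes had an adjusted p under 0.05 and a fold change of at least 1.5 on the log2(RPKM + 1) scale. At an unadjusted p under 0.05 and the same fold change, 1190 genes were found. The number at the adjusted p depended on the scaling and the pseudocount. It was 53 with quantile normalization, 53 with all libraries scaled to the same 75th percentile, and 0 with a pseudocount of 0.001 (973 genes at the unadjusted p). All 3 CML libraries lay on the same side of all 3 naive libraries for 2375 genes, or 17.1% of those tested, compared with 10% by chance. The CML libraries were higher for 674 of these genes (4.84% of those tested) and lower for 1701 (12.2%), so the excess over chance lay among the lower genes. All 639 genes of the paper's Supplemental Table 1 were among the genes tested, and 618 of them changed in the direction given in that table. Of these 618 genes, 336 had an unadjusted p under 0.05 and 18 an adjusted p under 0.05 over all genes tested. With the adjustment made over the 639 listed genes alone, 223 passed, but these genes had been selected for their change in the same comparison.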

RNA-Seq analysis identified 639 genes that were differentially expressed between the 2 groups (Figure 2B and Supplemental Table 1). 

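Of the 24 genes at an adjusted p under 0.05, 6 were higher and 18 were lower in CML Tregs. Apart from Tigit and Tnfrsf9, the largest increases were those of Neb, Ccr8 and Lilrb4. Neb had 103 ± 28.3 RPKM (SD, n = 3) in CML Tregs and 20.8 ± 5.12 RPKM (SD, n = 3) in naive Tregs (log2 fold change 2.25, standard error 0.28, limma adjusted p = 0.0365). Ccr8 had 39.4 ± 6.05 and 8.60 ± 1.89 RPKM (log2 fold change 2.08, standard error 0.27, limma adjusted p = 0.0416). Lilrb4 had 94.6 ± 15.8 and 27.0 ± 4.70 RPKM (log2 fold change 1.77, standard error 0.22, limma adjusted p = 0.0365). Ccr8 lost an adjusted p under 0.05 in every fit that left out a library. Neb and Lilrb4 lost it in each such fit except that without CML replicate 2. Of the 18 lower genes, 12 were microRNA or T cell receptor segment features. The 5 largest decreases were those of Mir6989, Mir7686, Mir5132, Mir7088 and Mir15b, which had no reads in any CML library. Reads of longer overlapping transcripts can be counted on such features, so their identity is uncertain. The sequenced reads were longer than Mir6989, Mir7686, Mir5132 and Mir15b (65, 57, 71 and 64 bases). Full-length reads there extend beyond the feature, so these values do not show a change of the microRNAs themselves. Naive Tregs had 97.1 ± 69.7 RPKM of Mir6989 (SD, n = 3, limma adjusted p = 0.0151). The CML values of these 5 features are all 0 and have no spread, so their adjusted p does not measure the spread between CML mice. The same limit holds for the other lower features without reads in CML Tregs, which are counted among the 18. For this feature of 65 bases, 3 reads correspond to 6.06 RPKM in CML replicate 1 and to 55.7 RPKM in CML replicate 2, so that the naive mean was at least 16.0-fold higher than the floor of the former and at least 1.74-fold higher than that of the latter. For Mir7088 and Mir15b, the naive means of 36.5 and 40.4 RPKM were below the 3-read floor of CML replicate 2, so the lack of reads there carries no information. At the unadjusted p under 0.05, 363 genes were higher and 827 lower in CML Tregs. Quantile normalization, which gives all libraries the same distribution and so centers the fold changes, changed this split to 624 higher and 590 lower genes. Without CML replicate 2, it was 683 higher and 805 lower genes. The median log2 fold change of all genes tested was -0.18 with the values as deposited, -0.12 with the same 75th percentile, and -0.0068 with quantile normalization.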

In total, 460 genes were upregulated, and 179 genes were downregulated. Gene ontology (GO) analysis assigned the 639 differently expressed genes mainly into 12 different GO categories (Figure 2C). 

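GO annotation was not used here. Instead, 15 lists of genes were written by hand for the kinds of categories the paper names, before the deposited values were seen. Supplemental Table 1, with the paper's calls on the same mice, was already at hand, so the lists may not be independent of those calls. Each list was tested with limma's camera, which asks whether the genes of a list rank above or below all other genes tested, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 15 lists. At an adjusted p under 0.05, 11 lists differed between CML and naive Tregs. With the inter-gene correlation estimated for each list from the 6 libraries, 0 lists passed, and 1 list, the effector Treg genes, had an unadjusted p under 0.05. The JAK-STAT signaling genes were higher in CML Tregs (31 genes, camera adjusted p = 0.00155), as were the interferon gamma response genes (31 genes, camera adjusted p = 6.4e-07) and the type I interferon response genes (22 genes, camera adjusted p = 0.000117). The library means of these 3 lists overlapped between the groups (exact 2-sided permutation tests, p = 0.4, 0.3 and 0.2).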

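The 43 S phase genes had a mean log2(RPKM + 1) of 3.83 ± 0.32 (SD, n = 3) in CML Tregs and 3.36 ± 0.08 (SD, n = 3) in naive Tregs, and 35 of them were higher in CML Tregs (camera adjusted p = 1.2e-09). All CML libraries lay above all naive libraries for this list (exact 2-sided permutation test, p = 0.1, the smallest possible). Markers of erythroid cells and of stem and progenitor cells were also higher in every CML library, while markers of the other cell types looked at overlapped. RNA from such cells was not tested as a source of this increase. The 53 G2/M phase genes had means of 3.96 ± 0.57 and 3.67 ± 0.09 (camera adjusted p = 2.2e-06), but CML replicate 2, at 3.33, lay below every naive library. The 24 genes that restrain T cell activation, among them Ctla4, Pdcd1, Lag3, Havcr2 and Il10, had means of 5.94 ± 0.38 and 5.44 ± 0.01, without overlap between the groups (camera adjusted p = 3.3e-07). Of the metabolic lists, the 18 glycolysis enzymes were higher in CML Tregs (4.56 ± 0.28 and 4.36 ± 0.09, camera adjusted p = 0.000325), but CML replicate 2, at 4.27, lay below naive replicates 1 and 2. The 21 tricarboxylic acid cycle enzymes did not pass the threshold on the adjusted p (camera adjusted p = 0.584). Nor did the 20 cholesterol synthesis enzymes (camera adjusted p = 0.216), although only 3 of them were higher in CML Tregs. The cholesterol list had means of 2.94 ± 0.55 and 3.47 ± 0.24 and a median log2 fold change of -0.52. Its library means overlapped between the groups, so a decrease of this list was neither shown nor excluded. The 19 cytokine and chemokine genes tested had means of 3.87 ± 0.44 and 3.53 ± 0.04 (camera adjusted p = 0.0195), but only 9 of the 19 were higher in CML Tregs, and their library means overlapped.

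**Figure D2:**
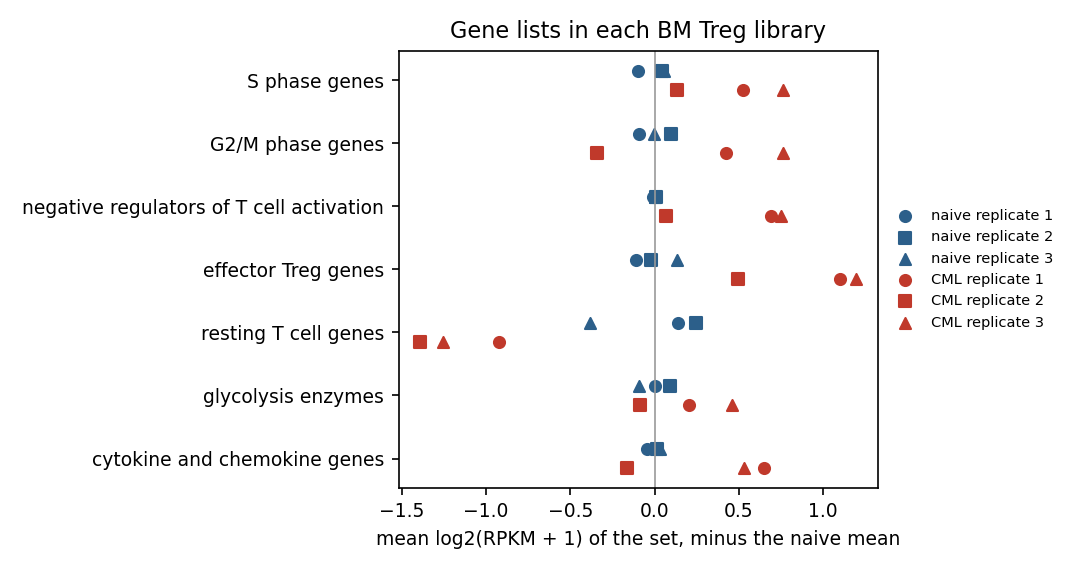
Mean log2(RPKM + 1) of 7 hand-written gene lists in each Treg library, minus the mean of the 3 naive libraries. Each symbol is a mouse, red for CML and blue for naive, and the CML and naive symbols do not overlap for the S phase genes, the genes that restrain T cell activation, the effector Treg genes and the resting T cell genes.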

The differentially expressed genes were primarily involved in signaling pathways related to cell metabolism, cell cycle, negative regulation of T cell proliferation, and cytokine production. Overall, these results indicate a BM-specific accumulation of eTregs in CML mice.

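eTregs, which carry an effector program, can be told from resting cells by their mRNA. A hand-written list of 31 effector Treg genes had a mean log2(RPKM + 1) of 6.01 ± 0.38 (SD, n = 3) in CML Tregs and 5.08 ± 0.12 (SD, n = 3) in naive Tregs, and 27 of the 31 genes were higher in CML Tregs (camera adjusted p = 1.1e-19). A list of 18 resting T cell genes had means of 4.66 ± 0.24 and 5.85 ± 0.34, and 15 of the 18 genes were lower in CML Tregs (camera adjusted p = 7.8e-07). In both lists, the CML and naive libraries did not overlap (exact 2-sided permutation tests, p = 0.1, the smallest possible). Both lists share genes with Supplemental Table 1, which was at hand when they were written. Among the genes at a limma adjusted p under 0.05, the resting list held Tcf7, S1pr1 and Klf2. Cd44 had 108 ± 8.06 RPKM in CML Tregs and 81.8 ± 9.37 RPKM in naive Tregs (log2 fold change 0.39, limma adjusted p = 0.501). The paper states that its results overall point to an accumulation of eTregs that is specific to the BM of CML mice.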

### Depletion of Tregs eliminates LSCs and leads to long-term survival of CML mice.

To study the functional relevance of Tregs in CML development in vivo, we depleted Tregs in *Foxp3*^DTR^ CML mice, which express the human diphtheria toxin receptor (DTR) and enhanced GFP genes from the *Foxp3* locus, by adminis¬tration of diphtheria toxin (DT; ref. 33). *Foxp3*^DTR^ CML mice with comparable leukemia burden (37 ± 8 BCR-ABL1-GFP^+^Gr-1^+^ granulocytes; [L-Gr-1^+^ cells]/μL blood) were randomized to control treatment with vehicle or DT for Treg depletion 13 days after leukemia transplantation (Figure 3A). DT treatment resulted in the reduction of L-Gr-1^+^ cells in peripheral blood and long-term survival (Figure 3B and data not shown). In contrast, PBS-treated *Foxp3*^DTR^ CML mice all died within 30 days. No residual BCR-ABL1-GFP^+^ cells could be detected in blood, spleen, or BM of DT-treated *Foxp3*^DTR^ CML mice by FACS 90 days after transplantation (data not shown). These findings indicate that LSCs were either eliminated or effectively controlled by the depletion of Tregs. To determine residual disease with the most sensitive assay, we transplanted BM cells of surviving primary DT-treated *Foxp3*^DTR^ CML mice into lethally irradiated secondary C57BL/6J (BL/6) recipients. All secondary recipients survived up to 90 days without any signs of leukemia (Figure 3C).

To address whether LSCs are indeed affected by depletion of Tregs in our model in more detail, leukemia-bearing *Foxp3*^DTR^ mice were treated as described above with DT, and animals were sacrificed 21 days after leukemia induction. DT treatment successfully reduced/depleted Tregs in the BM of CML mice (Figure 3D). Leukemia burden — as indicated by smaller spleen size, lower numbers of L-Gr-1^+^ cells in blood, and leukemic lin^–^ and progenitor cells in the BM — was lower in DT CML mice compared with control CML mice (Figure 3, E–H). Furthermore, Treg depletion significantly reduced LSC numbers and resulted in fewer BCR-ABL1-GFP^+^ colonies formed in methylcellulose from lin^–^ BM cells (Figure 3, I and J). To functionally investigate whether leukemia-initiating cells had been eradicated, we transferred BM cells from primary CML into lethally irradiated secondary recipient mice. All secondary recipients transplanted with BM from PBS-treated primary CML developed the disease and succumbed to it with a median latency of approximately 32 days. In contrast, secondary recipients receiving BM from Treg-depleted primary CML mice survived long-term without signs of leukemia, as analyzed by FACS of peripheral blood, BM, and spleen 90 days after transplantation (Figure 3K and data not shown). Similar results on the immunophenotype of Tregs in the BM and the contribution of Tregs to leukemia development were obtained in a blast crisis CML model (Supplemental Figure 2). Overall, these results indicate that Treg depletion in a therapeutic setting contributes to the elimination of leukemia-initiating cells in vivo in mice.

### CD8^+^ CTLs selectively eliminate CML LSCs by secretion of perforin in vitro and in vivo.

Next, we determined whether Tregs directly regulate LSCs in CML or whether they constrain antileukemic CD8^+^ T cell immunity and thereby promote immune escape of LSCs. Therefore, we first addressed whether CD8^+^ CTLs from the BM of CML mice have the capacity to recognize and kill LSCs. We coincubated FACS-purified LSCs with CD8^+^ CTLs derived from the BM of CML-bearing mice overnight, followed by plating in methylcellulose. Coincubation of LSCs with CD8^+^ CTLs resulted in the generation of significantly fewer colonies in primary platings (Figure 4A and Supplemental Figure 3A). The negative effect on colony formation was maintained in replating experiments performed in the absence of CD8^+^ CTLs. Killing of LSCs by CD8^+^ CTLs was dependent on MHC I expression on LSCs (Supplemental Figure 3B). In contrast, CD8^+^ CTLs isolated from the BM of naive mice did not affect clonogenicity of LSCs (data not shown). Overall, these data suggest that BM CD8^+^ CTLs have the capacity to kill LSCs in vitro.

The accepted hallmark of a fully active CD8^+^ CTL remains its perforin-killing machinery, even though they exhibit both Fas ligand–based (FasL-based) and perforin-based lytic activities (34). To investigate if BM CD8^+^ CTLs reduce LSCs through perforin-mediated killing in CML, we coincubated LSCs in the presence of CD8^+^ CTLs derived from the BM of perforin-proficient and -deficient CML mice. In contrast to coincubation with perforin-proficient CD8^+^ CTLs, coincubation with perforin-deficient CML CD8^+^ CTLs did not reduce colony formation (Figure 4B). Similarly, the exposure of LSCs to the granzyme B inhibitor I prior to coculture with CD8^+^ CTLs protected LSCs from MHC I–dependent CD8^+^ CTL–mediated killing in vitro (Supplemental Figure 3, B and C). Importantly, the clonogenic potential of normal lin^–^c-kit^+^sca-1^+^ (LSK) hematopoietic stem/progenitor cells (LSKs) derived the BM of naive BL/6 mice was not affected by coincubation of LSKs with CD8^+^ CTLs from CML mice (Supplemental Figure 3D).

Lastly, we induced CML in BL/6 and perforin-deficient mice (BL/6 CML and *Prf^–/–^* CML, respectively; Figure 4C). Fifteen days after leukemia induction, mice were sacrificed, and BM and spleens were analyzed. *Prf^–/–^* CML mice had an increased leukemia burden, as indicated by bigger spleen size, higher numbers of BCR-ABL1-GFP^+^ leukemia splenocytes (L-splenocytes), and of BCR-ABL1-GFP^+^lineage^–^ (L-lin^–^) cells in the BM compared with BL/6 CML mice (Figure 4, D–F). Similarly, we found a strong increase in LSC numbers in the BM of *Prf^–/–^* CML mice (Figure 4G). LSCs can be further subdivided into long-term LSCs (LT-LSCs), leukemia multipotent progenitors (L-MPPs), and leukemia progenitor cells (L-HPC-1s and L-HPC-2s) using the markers CD150 and CD48 (18, 35). Phenotypic LSC subset analysis revealed that the increase of LSCs in *Prf^–/–^* CML mice was, in great part, mediated by a significant accumulation of L-HPC-2 cells and, more importantly, of disease-initiating and -maintaining LT-LSCs (Figure 4, H–L). Animals transplanted with BM from *Prf^–/–^* CML mice in secondary transplantation experiments succumbed to the disease significantly faster than mice transplanted with BM from BL/6 control CML mice (Figure 4M). Overall, these data suggest that CD8^+^ CTLs can recognize and eliminate CML LSCs.

### Tregs protect LSCs from CD8^+^ CTL–mediated killing in vitro and in vivo.

To prove that Tregs in the BM constrain antileukemic CD8^+^ T cell immunity in CML, *Foxp3*^DTR^ CML mice were treated 13 days after CML induction with either PBS, DT, or a depleting αCD8 mAb (PBS/αCD8) alone or in combination (DT/αCD8; Figure 5A). Depletion of CD8^+^ T cells alone did not affect leukemia load in the spleen (Figure 5B). Similarly, numbers of L-lin^–^ cells, L–c-kit^hi^, cells and LSCs in the BM were comparable to PBS-treated control CML mice after CD8^+^ T cell depletion (Figure 5, C–E). In line with the findings depicted in Figure 2, Treg depletion by DT administration considerably reduced leukemia load and LSC numbers in the BM (Figure 5, C–E, and Supplemental Figure 4A). In contrast, DT/αCD8 treatment restored leukemia burden and LSC numbers in BM to levels comparable with PBS and αCD8/PBS-treated CML mice. These findings were confirmed functionally by secondary transplantation experiments (Figure 5F).

Similarly, coculture experiments revealed that CD8^+^ CTLs fail to eliminate LSCs in vitro in the presence of Tregs derived from the BM of CML but not from naive mice (Supplemental Figure 3E). In addition, coincubation with CML Tregs alone did not alter the clonogenic potential of LSCs in vitro.

Lastly, we investigated whether BM CD8^+^ CTLs from DT-treated CML mice are more potent in eliminating LSCs in vitro. Thus, we cocultured LSCs with BM CD8^+^ CTLs from naive mice and PBS- or DT-treated CML mice overnight, followed by plating in methylcellulose. Coincubation of CD8^+^ CTLs from DT-treated CML mice even further reduced the clonogenic potential of LSCs compared with CD8^+^ CTLs from PBS-treated CML mice (Figure 5G). In addition, the expression of genes related to the capacity of CD8^+^ CTLs to lyse and kill LSCs such as *GrzmA* and *GrzmB* were significantly increased in CD8^+^ CTLs derived from DT-treated CML mice compared with CD8^+^ CTLs from PBS-treated CML mice (Figure 5, H–J). These data suggest that Tregs in the BM indirectly promote immune escape of LSCs through modulation of CD8^+^ CTL activity.

### Tregs in CML are activated by antigens presented on MHC class II–expressing LSCs.

The expression of cognate antigens triggers the differentiation of tTregs (36–38). To determine whether leukemia cells, and especially LT-LSCs, have the capacity to interact with and activate Tregs via MHC class II/TCR interaction, we assessed the expression of MHC class II on LSC subsets and more differentiated leukemia and progenitor cells by FACS. MHC class II was strongly expressed on LSC subsets, including LT-LSCs. In contrast, leukemia progenitor and fully differentiated L-Gr-1^+^ cells had reduced levels of MHC class II expressed on the cell surface (Supplemental Figure 4B). These results indicate that especially LSCs possess the capacity to interact and activate tTregs in our CML mouse model.

To address whether a lack of MHC class II on LSCs affects Treg activation and, consequently, disease development in our CML model, we transplanted MHC class II–proficient (*H2*) and –deficient BCR-ABL1-GFP–transduced LSKs into nonirradiated *Foxp3*^DTR^ mice. Even though *H2^–/–^* and BL/6 LSCs did not differ in their potential to form colonies in primary and secondary replating experiments in vitro (Supplemental Figure 4C), leukemia developed significantly slower in *H2^–/–^* CML mice compared with BL/6 CML mice, as indicated by considerably lower levels of L-Gr-1^+^ cells in peripheral blood (Figure 6A). Eighteen days after leukemia induction, CML mice of both groups were sacrificed, and spleen and BM were analyzed. Spleen size was significantly smaller in *H2^–/–^* CML mice compared with controls, indicating a lower leukemia burden in these mice (Figure 6B). Phenotypic analysis of lin^–^ BM cells by FACS further revealed significantly fewer L-lin^–^ and L–c-kit^hi^ cells and a 7-fold reduction of LSCs in *H2^–/–^* CML mice (Figure 6, C–E), a finding that was functionally confirmed by colony assays of lin^–^ BM cells in vitro (Figure 6F). To verify that the decrease in LSCs detected by FACS analysis and in colony forming assays in vitro represents a reduction in cells that can induce leukemia in vivo, we secondarily transplanted BM cells from primary BL/6 and *H2^–/–^* CML mice into lethally irradiated secondary BL/6 recipient mice. Mice that received BM from BL/6 leukemia mice developed a more severe course of the disease and died with a median latency of 29 days. In contrast, mice that were transplanted with BM cells from primary *H2^–/–^* CML mice survived long-term without any signs of leukemia (Figure 6G).

Analysis of the activation state of Tregs in the BM of primary BL/6 and *H2^–/–^* CML mice revealed fewer eTregs in the BM of CML mice in the absence of MHC class II expression on LSCs. Importantly, the frequency of eTregs in these mice was comparable with the eTreg frequency in the BM of naive mice (Figure 6, H and I). The reduced activation of Tregs in *H2^–/–^* CML was complemented by a significant increase in the frequency and absolute numbers of CD8^+^ T cells (Figure 6, J and K).

### CD8^+^ CTL depletion renders H2^–/–^ CML mice susceptible to disease development.

Based on these results, we speculated that blockade of CD8^+^ CTL activity or depletion of CD8^+^ T cells would render *H2^–/–^* CML mice susceptible to CML development. To test this hypothesis, we depleted CD8^+^ CTLs in *H2^–/–^* CML mice by repetitive treatment with an αCD8 mAb (Figure 6L). While IgG-treated control *H2^–/–^* CML mice were protected from CML development and survived long-term, CD8^+^ CTL depletion completely restored the competence of *H2^–/–^* CML mice to develop leukemia and resulted in death of the mice approximately 20–30 days after transplantation (Figure 6, M and N). To further determine the effect of CD8 blockade on LSCs in *H2^–/–^* CML, αCD8 mAb– or control IgG–treated *H2^–/–^* CML mice were sacrificed 16 days after CML induction, and BM was analyzed. CD8^+^ CTL depletion significantly increased leukemia burden, as demonstrated by an elevated number of L-lin^–^ cells and LSCs, assessed phenotypically by FACS and functionally by both colony formation assays and secondary transplantation of BM into secondary recipients (Figure 6, O–R). These results indicate that Tregs are activated by antigens presented on MHC class II–expressing leukemia cells and LSCs.

### Stimulation of Tnfrsf4 signaling reduces the capacity of Tregs to protect LSCs from CD8^+^ CTL–mediated killing in CML.

Next, we determined whether immune-related surface receptors that were upregulated in CML BM could be used to selectively target Tregs. 

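The genes of 5 receptors, named in the deposited tables by their symbols, are protein-coding in the GENCODE M21 annotation of mouse genome build GRCm38, which is given here for reference because the authors' build is not named. Tnfrsf1b lies on chromosome 4 from 145213463 to 145246870, Tnfrsf8 on chromosome 4 from 145267137 to 145315164, Tnfrsf9 on chromosome 4 from 150914562 to 150946102, and Tnfrsf4 on chromosome 4 from 156013843 to 156016612. Tigit lies on chromosome 16 from 43648867 to 43664146. All 3 CML libraries were above all 3 naive libraries for each of the 5 genes (exact 2-sided permutation tests, p = 0.1, the smallest possible). Tnfrsf9 had 167 ± 27.3 RPKM (SD, n = 3) in CML Tregs and 36.8 ± 8.17 RPKM (SD, n = 3) in naive Tregs, with a log2 fold change of 2.16 (standard error 0.22, limma adjusted p = 0.0194). Tigit had 328 ± 75.8 and 96.3 ± 3.96 RPKM, with a log2 fold change of 1.73 (standard error 0.20, limma adjusted p = 0.0350). Tnfrsf9 and Tigit both lost an adjusted p under 0.05 in each fit that left out a library other than CML replicate 2. The other 3 receptors did not pass an adjusted p of 0.05. Tnfrsf1b had 200.0 ± 45.2 and 83.2 ± 4.28 RPKM, with a log2 fold change of 1.23 (standard error 0.20, limma adjusted p = 0.0793). Tnfrsf8 had 13.8 ± 9.62 and 1.16 ± 1.21 RPKM, with a log2 fold change of 2.68 (standard error 0.67, limma adjusted p = 0.256). CML replicate 2 had the lowest value of the CML libraries for all 5 receptors. By log2 fold change among the 13923 genes tested, Tnfrsf8 ranked 18, Tnfrsf9 ranked 52, Tigit ranked 115 and Tnfrsf1b ranked 298.

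**Figure D3:**
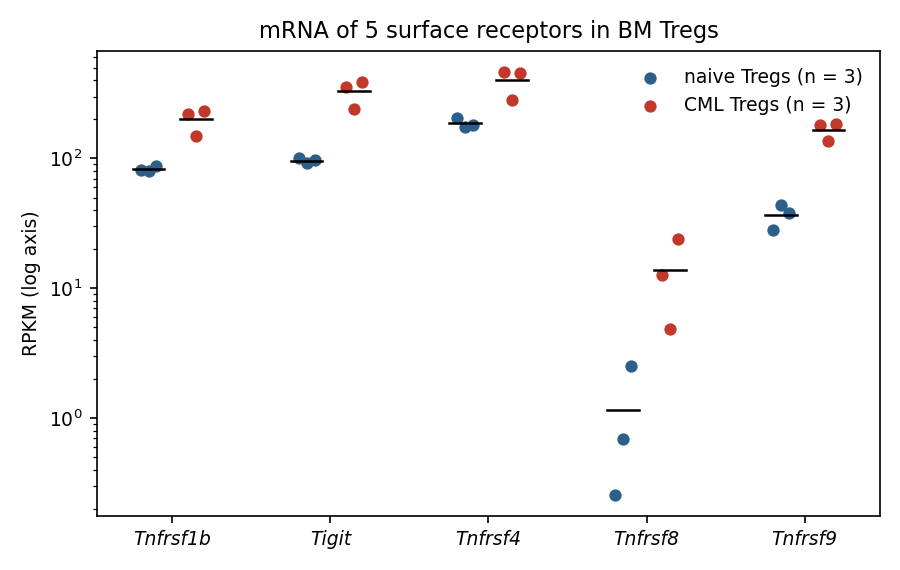
RPKM of Tnfrsf1b, Tigit, Tnfrsf4, Tnfrsf8 and Tnfrsf9 on a log axis in naive (blue) and CML (red) BM Tregs. Each point is a mouse and each bar the mean of 3 mice, and for all 5 genes the 3 CML mice lie above the 3 naive mice.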

Among the most upregulated genes, our RNA-Seq analysis identified 5 immune-related surface receptors (*Tnfrsf1b*, *Tigit*, *Tnrsf4*, *Tnfrsf8*, and *Tnfrsf9*; Supplemental Table 1). Because *Tnfrsf1b* and *Tnfrsf9* have a reported role in the regulation of normal hematopoietic stem cells (39) and myeloid differentiation of early hematopoietic progenitor cells (40, 41), we focused our subsequent analysis on *Tigit*, *Tnrsf4*, and *Tnfrsf8*. FACS analysis revealed that — besides CD4^+^Foxp3^+^ Tregs, also a fraction of CD8^+^ CTLs — CD4^+^Foxp3^–^ T cells, L-Gr-1^+^ cells, and LSCs express Tigit in the BM of CML mice (Supplemental Figure 4, D and E). In contrast, Tnfrsf8 (alias CD30) was absent on the protein level on all cell populations analyzed, including CD4^+^Foxp3^+^ Tregs (data not shown). Tnfrsf4 could not be detected on the surface of CD8^+^ T cells, L-Gr-1^+^ cells, or LSCs, while a substantial fraction of CD4^+^Foxp3^+^ Tregs and a minor fraction of CD4^+^Foxp3^–^ T cells expressed Tnfrsf4 in the BM of CML mice (Figure 7, A and B). These data suggest that Tnfrsf4 may serve as a target to selectively eliminate/inactivate Tregs in CML without directly affecting CD8^+^ CTL–mediated immunity and leukemia cells. To proof this concept, we cocultured LSCs and CD8^+^ CTLs from CML BM in the presence and absence of CML Tregs and an agonistic Tnfrsf4 antibody followed by plating in methylcellulose. The agonistic Tnfrsf4 antibody OX86 has been shown to mediate Tnfrsf4 forward signaling on Tregs, leading to their functional inactivation in vitro and in vivo (42–44), and it has also been demonstrated to deplete Tnfrsf4-expressing Tregs in other solid tumor models (45). CD8^+^ CTLs reduced colony formation of LSCs independently of the presence of the antibody. In contrast, addition of the antibody to the coculture of LSCs, Tregs, and CD8^+^ CTLs reduced colony formation of LSCs to levels comparable with cocultures of LSCs and CD8^+^ CTLs. Colony formation of LSCs was not affected by addition of the antibody into the monoculture (Figure 7C).

To demonstrate the in vivo relevance of our findings, BL/6 CML mice were treated with either control IgG or an agonistic Tnfrsf4 antibody starting at day 12 day after CML induction, and disease development was monitored. Tnfrsf4 antibody treatment reduced L-Gr-1^+^ cells in the peripheral blood and significantly prolonged survival of CML mice with 60% of mice surviving long-term (Figure 7, D and E). Mechanistically, Tnfrsf4 antibody treatment significantly increased the CD8/Treg ratio in BM without depleting/reducing Treg numbers (Figure 7, F and G), which resulted in reduced leukemia and reduced numbers of BM LSCs (Figure 7, H–J). Overall, these data indicate that triggering of TNFRS4 signaling on Tregs promotes antileukemic immunity and promotes elimination of CML LSCs by CD8^+^ CTLs.

### Tregs protect primary human CD34^+^CD38^–^ CML stem/progenitor cells from CD8^+^ CTL–mediated killing in vitro.

To validate the significance of our findings for human CML, we addressed whether CD8^+^ CTLs can kill CD34^+^CD38^–^ CML stem/progenitor cells derived from newly diagnosed chronic phase CML patients and whether this effect can be reverted in the presence of Tregs (Supplemental Table 2). Therefore, we first coincubated FACS-purified CML stem/progenitor cells overnight with FACS-purified CD8^+^ CTLs derived from the same patients at an effector/target ratio of 1:1, followed by plating in methylcellulose. Like our results obtained with mice, coincubation with CD8^+^ CTLs reduced the clonogenic potential of primary CML stem/progenitor cells in a granzyme-dependent manner (Figure 8, A and B, and Supplemental Table 2). Importantly, addition of Tregs to the culture of CD8^+^ CTLs and CML stem/progenitor cells prevented elimination of CML stem/progenitor cells by CD8^+^ CTLs (Figure 8C). In contrast, coculture of LSCs with Tregs did not affect their clonogenic potential. Overall, these data indicate that Tregs in the BM protect LSCs from elimination by CD8^+^ CTLs in CML.

### Tregs are increased in BM of newly diagnosed CML patients and are located close to CD8^+^ CTLs.

In line with previous findings (23), analysis of BM sections from a limited number of CML patients and healthy donors by IHC demonstrated that Treg numbers tend to be increased in CML BM (Figure 8D). Tregs were widely distributed in the BM parenchyma in CML and healthy conditions (Figure 8E and Supplemental Figure 5A). While a comparable frequency of about 30% Tregs were found close to normal CD34^+^ stem/progenitor cells and CD8^+^ CTLs in the healthy donor BM (Supplemental Figure 5, B–D), the majority of Tregs in BM of CML patients were close to CD8^+^ CTLs (58.44% ± 6.53%) but not CD34^+^ CML stem/progenitor cells (18.33% ± 3.87%) (Figure 8, F–H)

### TNFRSF4 mRNA expression is increased in the BM of CML patients.

To demonstrate a role for TNFRSF4 in CML, we analyzed mRNA expression of *TNFRSF4* and Treg-associated genes such as *FOXP3* and *TGFB1* in the BM of 66 newly diagnosed chronic phase CML patients and 73 healthy controls using a publicly available microarray data set (GSE13159; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE13159). We found the expression of *TNFRSF4*, *FOXP3*, and *TGFB1* mRNA significantly increased in BM samples from CML patients compared with controls (Figure 8, I–K). Importantly, the expression of *FOXP3* mRNA strongly correlated with *TNFRSF4* and *TGFB1* in the BM of CML patients but not in healthy donor control BM (Figure 8, L and M, and Supplemental Figure 5, E and F). FACS analysis of the BM from a limited number of newly diagnosed CML patients revealed that a significant fraction of CD4^+^CD127^lo^CD25^+^ BM Tregs express the TNFRSF4 on the surface, whereas TNFRSF4 was absent on CD8^+^ CTLs and CML stem/progenitor cells (Figure 8N and Supplemental Figure 5G).

## Discussion

Leukemia can only be eradicated long-term by targeting disease-initiating and -maintaining LSCs (5, 46). Despite the clinical success of TKIs in the treatment of CML patients, quiescent, TKI-resistant LSCs remain in the BM in a majority of patients and can cause relapse of the disease after drug discontinuation or through the acquisition of mutations (5). For these patients, immunotherapy might be a potential therapeutic option. However, LSCs also seem resistant to elimination by activated CD8^+^ CTLs in vivo, and various immune effector mechanisms contribute to the expansion of LSCs rather than to their elimination (18, 19, 47, 48). Why LSCs are selectively resistant against elimination by CD8^+^ CTLs is still unknown.

In the present study, we describe Tregs in the BM as an important mediator of immune escape of LSCs in CML. During homeostasis, Tregs are enriched in the BM and are thought to provide an immune-privileged niche, protecting hematopoietic stem and progenitor cells (HSPCs) from immune destruction (22). In addition, Camacho et al. recently demonstrated that BM Tregs regulate hematopoiesis indirectly through modulation of stromal cell function (49). In CML, numbers and frequencies of Tregs in peripheral blood and BM are increased in patients at diagnosis and correlate with a poor prognosis (Sokal score; refs. 23–26). In addition, Treg numbers further increase in accelerated phase and blast-crisis CML patients compared with chronic phase CML patients (25). In line with these findings, we document that Tregs are increased in CML BM in frequency and absolute numbers in a murine CML model. Depletion of Tregs in a therapeutic setting through short-term administration of DT in *Foxp3*^DTR^ mice resulted in activation of CD8^+^ CTLs, elimination of LSCs, and long-term survival. In addition, coculture of Tregs from the BM of CML mice but not from BM of naive mice with LSCs and CD8^+^ CTLs prevented the killing of LSCs in vitro. The results obtained in mice were confirmed in comparable experiments using Treg, CML stem/progenitor cells and CD8^+^ CTLs from newly diagnosed CML patients and suggest a similar role of Tregs in the protection of LSCs from CD8^+^ CTLs–mediated killing in humans.

Our study describes the distribution and the spatial localization of Tregs in the BM during homeostasis and in CML. Tregs were widely distributed throughout the BM parenchyma in mice and humans. In human CML, the majority of Tregs were localized close to CD8^+^ CTLs and not close to CD34^+^ CML stem/progenitor cells. Similarly, a big proportion of Tregs was in close proximity to CD8^+^ CTLs in the BM of CML mice. Overall, our findings suggest that Tregs in CML BM preferentially interact with CD8^+^ CTLs and regulate their function instead of interacting directly with CML stem/progenitor cells — findings that are supported by functional data generated in this study.

Tregs in CML BM were activated, thymic-derived, and overexpressed receptors such as Ctla-4, Gitr, Garp, and Tgf-β1 on the surface that have been previously reported to mediate their activity and immunosuppressive function in various cancer entities (50). Given that TCR stimulation is required for activation and acquisition of suppressive function in Tregs (36–38), the activated profile of BM Tregs in our study suggests that antigen stimulation may play an important role in the activation and accumulation of Tregs in CML BM. In line with this hypothesis, we found that MHC class II expression on LSCs promoted the activation and accumulation of eTregs in the BM, resulting in immune escape of LSCs from CD8^+^ CTL–mediated immunity in CML. In CML patients, leukemia-antigen specificity of CD4^+^ T cells has been documented in several independent studies (17, 51–53). However, whether CML antigen–specific Tregs are part of this CD4^+^ T cell population is still unclear. In general, the evidence for functional tumor antigen–specific Tregs in cancer is very weak due to the lack of adequate MHC class II tetramers, and antigen-specific Tregs have only been documented in a few solid tumors and in B acute lymphoblastic leukemia (54–58).

CML has a lower mutational burden compared with most solid tumors and, therefore, has a lower number of neoantigens that can be recognized by specific CD8^+^ CTLs (59), suggesting that LSCs in myeloid leukemia may have a low degree of immunogenicity. Similarly, the frequency of CML-specific CD8^+^ CTLs at diagnosis in humans is rather low (14, 60). Here, we document for the first time to our knowledge that CML LSCs can be recognized and killed by antigen-specific BM CD8^+^ CTLs through perforin/granzyme-mediated lysis, even though only a minority of the BM CD8^+^ CTLs are leukemia specific.

In contrast, CD8^+^ CTLs may also contribute to the expansion of LSCs, as documented in earlier studies (18, 19, 47, 48). This discrepancy may be explained by differences in the activation status of the specific T cells, the effector/target ratio, and, as shown in our present study, the presence of Tregs (18, 19, 47, 48). For example, the transfer of a large numbers of activated T cell receptor transgenic T cells leads to a IFN-γ–dependent expansion of LSCs, whereas the physiological activation of few CML-specific CD8^+^ T cells leads to the elimination of LSCs (19).

Tregs are an important regulator of homeostasis in the BM and provide an immune privilege niche for HSCs (49, 61). Due to the crucial role of Tregs in the regulation of the BM microenvironment, unselective targeting of Tregs would seriously affect normal hematopoiesis. To identify surface markers that can be selectively targeted on Tregs in the BM of CML mice, we performed an RNA-Seq analysis of BM Tregs from CML and naive mice. 

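Foxp3, the lineage transcription factor of Tregs, had 398 ± 88.1 RPKM (SD, n = 3) in CML Tregs and 338 ± 36.3 RPKM (SD, n = 3) in naive Tregs (log2 fold change 0.22, limma adjusted p = 0.723), with overlapping libraries. Ctla4 (213 ± 8.62 and 158 ± 18.7 RPKM), Tnfrsf18, which encodes Gitr (183 ± 50.3 and 111 ± 10.2 RPKM), and Lrrc32, which encodes Garp (31.6 ± 1.09 and 22.5 ± 5.84 RPKM), were higher in every CML library than in every naive library. Their log2 fold changes were 0.44, 0.68 and 0.50 (limma adjusted p = 0.405, 0.392 and 0.575). Tgfb1 was 82.9 ± 6.96 and 83.0 ± 3.16 RPKM (limma adjusted p = 0.995), a difference smaller than the spread between mice. Mki67, which marks cycling cells, had 83.2, 44.3 and 103 RPKM in CML replicates 1, 2 and 3, and 44.7 ± 1.78 RPKM in naive Tregs (limma adjusted p = 0.525). Of these genes, none passed an adjusted p of 0.05.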

In line with our phenotypic observations, Tregs in the BM of CML mice had an enhanced expression of genes related to Treg differentiation and function, cell cycle, inflammation, and immunosuppression. We identified the TNFRSF4 as a cell surface receptor that was highly overexpressed on CML Tregs at mRNA level. 

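Tnfrsf4 had 465, 284 and 452 RPKM in CML replicates 1, 2 and 3, and 205, 176 and 182 RPKM in naive replicates 1, 2 and 3. The means were 400.2 ± 101 RPKM (SD, n = 3) in CML Tregs and 188 ± 15.3 RPKM (SD, n = 3) in naive Tregs. The log2 fold change was 1.06 (standard error 0.21, limma adjusted p = 0.161) and stayed between 0.93 and 1.29 when each mouse was left out in turn. The adjusted p was under 0.05 with quantile normalization, with the same 75th percentile, with weights for each library, and without CML replicate 2. Tnfrsf4 ranked 418 by log2 fold change among the genes tested, below the other 4 receptors. In CML Tregs it had the highest mean RPKM of the 5 receptors.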

Activation of TNFRSF4 forward signaling by the agonistic antibody OX86 did not deplete Tregs but reduced the immunosuppressive function of Tregs and, thereby, inhibited the capacity of BM Tregs to protect LSCs from elimination by CD8^+^ CTLs. TNFRSF4 agonists are currently being investigated alone or in combination with other immunotherapies for the treatment of various tumor entities (50). Consequently, the efficacy of an agonistic TNFRSF4 antibody to modulate T cell immunity and to eliminate LSCs in CML patients could be directly addressed in patients who did not obtain a deep molecular remission, as well as in patients who relapsed after discontinuation of TKI therapy. In summary, our study identifies Tregs as central regulators of immune escape of LSCs and identifies TNFRSF4 as a potential target to modulate the Tregs and promote antileukemic immunity in CML.

## Methods

### Antibodies for flow cytometry

Mouse antibodies were used. αLy-6A/E-PerCP-Cy5.5 (Sca-1, clone D7; 1:600, catalog 108123, RRID:AB_893619), αCD117-APC-Cy7 (c-kit, clone 2B8, 1:300, catalog 105838, RRID:AB_2616739), αLy6G/C- PE (clone RB6-8C5, 1:400, catalog 108408, RRID:AB_313373), αCD19-APC-Cy7 (clone 6D5, 1:300, catalog 115530, RRID:AB_830707), αCD4-BV650 (clone RM4-5, 1:600, catalog 100555, RRID:AB_2562529), αCD150-PE (clone TC15-12.F12.2, 1:200, catalog 115903, RRID:AB_313682), αCD48–Alexa Fluor 700 (clone HM48-1, 1:100, catalog 103426, RRID:AB_10612755), αCD16/32-PE-Cy7 (clone 93, 1:400, catalog 101307, RRID:AB_312806), αCD4-PE-Cy7 (clone GK1.5, 1:600, catalog 100421, RRID:AB_312706), αCD8–Alexa Fluor 700 (clone 53-6.7, 1:800, catalog 100729, RRID:AB_493702), αCD4-APC-Cy7 (clone GK1.5, 1:600, catalog 100414, RRID:AB_312699), αCD8-PE-Cy7 (clone 53-6.7, 1:600, catalog 100721, RRID:AB_312760), αCD25-PerCP-Cy5.5 (clone PC61, 1:300, catalog 102030, RRID:AB_893288), αHelios–Alexa Fluor 647 (clone 22F56, 1:40, catalog 137208, RRID:AB_10552902), Armenian hamster IgG–Alexa Fluor 647 (clone HTK888; 1:1667), αCD8-PerCP-Cy5.5 (clone 53-6.7, 1:600, catalog 100734, RRID:AB_2075238), αCD62L-PE (clone MEL-14; 1:800, catalog 104407, RRID:AB_313094), αCD62L–Pacific Blue (clone MEL-14; 1:200, catalog 104423, RRID:AB_493381), αCD44-APC-Cy7 (clone IM7; 1:200), αI-A/I-E-APC-Cy7 (clone M5/114.15.2; 1:200, catalog 103028, RRID:AB_830785), rat IgG2b κ-APC-Cy7 (clone RTK4530; 1:200, catalog 400624, RRID:AB_326566), annexin V–Alexa Fluor 647 (1:100, catalog 640911), annexin V–PE (1:200, catalog 640908), αCD8-PE (clone 53-6.7, 1:600, catalog 100708, RRID:AB_312747), αLy-6C/G-APC (clone RB6-8C5, 1:200, catalog 108412, RRID:AB_313377), αCTLA-4–BV605 (clone UC10-4B9, 1:50, catalog 106323, RRID:AB_2566467), Armenian hamster IgG-BV605 (clone HTK888; 1:50, catalog 400943), αTGF-β1–PE (clone TW7-16B4, 1:200, catalog 141403, RRID:AB_10730610) and IgG1 κ–PE (clone MOPC-21, catalog 400113, RRID:AB_326435), αTNFRSF4-BV421 (clone OX-86, 1:50, catalog 119411, RRID:AB_10962569), rat IgG1 κ–BV421 (clone RTK2071, 1:50, catalog 400429, RRID:AB_10900998), αTIGIT-PE-Dazzle (clone 1G9, 1:100, catalog 142111, RRID:AB_2687311), rat IgG1 κ–PE-Dazzle (clone MOPC-21, 1:100, catalog 400157, RRID:AB_10897939), and αLy-6A/E-APC (clone D7; 1:100, catalog 108111, RRID:AB_313348) were purchased from BioLegend. αCD8a-BUV395 (clone 53-6.7, 1:600, catalog 563786, RRID:AB 2732919) and αCD117-BUV395 (clone 2B8, 1:300, catalog 564011, RRID:AB_2738541) were purchased from BD Biosciences. αCD34–eFluor 450 (clone RAM34; 1:100, catalog 48-0341-82, RRID:AB_2043837), αKi-67–PE (clone SolA15, 1:100, catalog 14-5698-82, RRID:AB_10854564), rat IgG2a κ–PE-Cy7 (clone eBR2a; 1:100), αGITR-PE-Cy7 (clone DTA-1, 1:400, catalog 25-5874-80, RRID:AB_10544396), αCD30-PE (clone mCD30.1, 1:10, catalog 12-0301-81, RRID:AB_465628), Armenian hamster IgG (clone eBio299Arm, 1:10, catalog 12-4888-83, RRID:AB_470074), viability dye e450 (1:4000), αMHC I (clone 28-14-8, 1:100, catalog: 16-5999-82, RRID: AB_469197), rat IgG2b κ isotype control (clone eBM2a, 1:100, catalog 16-4724-82, RRID: AB_470164), and viability dye e506 (1:1000) were purchased from Thermo Fisher Scientific. Lin^+^ cells were excluded by magnetic-activated cell sorting (MACS) using biotinylated αCD19 (clone 6D5, 1:300, catalog 115504, RRID:AB_313639), αCD3e (clone 145-2C11, 1:300, catalog 100304, RRID:AB_312669), αLy-6G/C (clone RB6-8C5, 1:300, catalog 108404, RRID:AB_313369), and αTer119 (clone Ter-119; 1:300, catalog 116203, RRID:AB_313704) from BioLegend, followed by a second staining step with streptavidin Horizon-V500 (1:1000, catalog 561419, RRID:AB_10611863) from BD Biosciences after the separation.

Human antibodies were used. αCD34-APC (clone 561, 1:80, catalog 343607, RRID:AB_2074356), αCD34-APC-Cy7 (clone 561, 1:100, catalog 343614, RRID:AB_2571927), αCD45–Pacific Blue (clone HI30, 1:300, catalog 304029, RRID:AB_2174123), αCD38-PE-Cy7 (HIT2, 1:50, catalog 303522, RRID:AB_893314), αCD90-PerCP-Cy5.5 (clone 5E10, 1:100, catalog 328117, RRID:AB_961312), αCD3-BV786 (clone OKT3, 1:100, catalog 317329, RRID:AB_11219196), aCD4-PE-Cy7 (clone OKT4, 1:50, catalog 317414, RRID:AB_571959), αCD25-AF700 (clone BC96, 1:200, catalog 302622, RRID:AB_493755), αCD8a-PerCP-Cy5.5 (clone CD8, 1:100, catalog 300923, RRID:AB_1575079), αTNFRSF4-PE (clone Ber-ACT35, 1:30, catalog 350003, RRID:AB_10641708), and IgG1 κ–PE (clone MOPC-21, catalog 400113, RRID:AB_326435) were from BioLegend. αCD127-BUV737 (clone HIL-7R-M21, 1:50, catalog 612795, RRID:AB_2870122) was from BD Biosciences.

Lin^+^ cells were excluded by staining using biotinylated αCD2 (clone RPA-2.10, 1:100, 300204, RRID:AB_314028), αCD3 (clone OKT3, 1:100, catalog 317320, RRID:AB_10916519), αCD14 (clone HCD14, 1:100, catalog 325624, RRID:AB_2074052), αCD16 (clone 3G8, 1:100, catalog 302004, RRID:AB_314204), αCD19 (clone HIB19, 1:100, catalog 302204, RRID:AB_314234), αCD56 (clone HCD56, 1:100, catalog 318320, RRID:AB_893390), and αCD235ab (clone HIR2, 1:100, catalog 306618, RRID:AB_2565773) (all from BioLegend), followed by a second step using streptavidin Horizon-V500 (1:1000, BD Pharmingen, catalog 561419, RRID:AB_10611863).

Flow cytometric analysis on BM and lin^–^ BM cells, blood cells, and splenocytes were performed following RBC lysis. Samples were analyzed on a BD Fortessa, and sorting procedures were performed using a BD FACS Aria III (BD Pharmingen). Data were collected using FACSDiva software (BD Pharmingen) analyzed using FlowJo software (Tree Star Inc.). Effective separation after sorting by FACS was assessed by reanalyzing a fraction of the sorted samples by flow-cytometry analysis (purity after FACS-sorting: 96.2 ± 1.8%).

### Patient samples

BM aspirates from untreated, newly diagnosed CML patients at the Department of Hematology and Central Hematology Laboratory were obtained between 2015 and 2020. Patient characteristics are listed in Supplemental Table 2. Patient data were collected and managed using REDCap electronic data capture tools hosted at the DBMR (62).

### Mice

BL/6 mice were purchased from Charles River Laboratories, and *Foxp3*^DTR/GFP^ mice were obtained from the Jackson Laboratory (33). MHC class II^–/–^ (*H2*^–/–^) mice were received from the Swiss Immunological Mouse Repository (63). Perforin^–/–^ (*Prf*^–/–^) mice were provided by P. Krebs (Institute of Pathology, University of Bern; ref. 64). Experiments were performed with age-matched (6–8 weeks) and sex-matched animals of both sexes. Mice were housed under specific pathogen–free conditions in individually ventilated cages with food and water ad libitum, and they were regularly monitored for pathogens. Mice were assigned to different treatment groups through randomization, and all experiments were conducted and analyzed in a nonblinded fashion.

### Colony-forming assays

#### Mouse.

In total, 5 × 10^3^ MACS-purified lin^–^ cells were plated in semisolid methylcellulose, as previously described (19). GFP^+^ colonies were determined after 7 days with an inverted fluorescence microscope.

For in vitro coculture experiments, 1 × 10^3^ FACS-purified LSCs were incubated with perforin-deficient or -proficient CD8^+^ T cells from BM of CML mice at a ratio of 1:1 overnight in RPMI supplemented with 10% FCS (Thermo Fisher Scientific), 1% penicillin-streptomycin (MilliporeSigma), 1% L-glutamine (MilliporeSigma), SCF (100 ng/mL) and TPO (20 ng/mL) (Miltenyi Biotec), followed by plating in methylcellulose. Alternatively, LSCs pretreated with the granzyme B inhibitor I (100 μM, MilliporeSigma) for 1 hour at 37°C were coincubated with CD8^+^ T cells from BM of CML mice at a ratio of 1:1 overnight, followed by plating in methylcellulose. In addition, LSCs were cocultured overnight with CD8^+^ T cells and Tregs pretreated for 2 hours with an Tnfrsf4 antibody (clone OX-86, 30 μg/mL, BioXCell, catalog BE0031, RRID:AB_1107592) or control IgG1 antibody (catalog BE0088, RRID:AB_1107775) at a ratio of 1:1:1 in triplicate followed by plating in methylcellulose. For each round of serial colony replating, total cells were collected from the methylcellulose, and 1 × 10^4^ cells were replated into methylcellulose without any T cells. Colony numbers were assessed with inverted light microscopy after 7 days for each round of plating (≥ 30 cells/colony).

#### Human.

In total, 1 × 10^3^ FACS-purified CD34^+^CD38^–^ CML were plated in semisolid methylcellulose as previously described (19) (Supplemental Table 2). Colonies were determined after 14 days with an inverted light microscope. For coculture experiments, 1 × 10^3^ FACS-purified CD34^+^CD38^–^ CML stem/progenitor cells (CML also pretreated with the granzyme B inhibitor I) were coincubated with BM CD8^+^ T cells and/or CD4^+^CD127^lo^CD25^+^ Tregs at a ratio of 1:1:1 followed by plating in methylcellulose. For each round of serial colony replating, total cells were collected from the methylcellulose, and 1 × 10^4^ cells were replated into methylcellulose without any T cells. Colony numbers were assessed with inverted light microscopy after 14 days for each round of plating (≥ 30 cells/colony).

### Leukemia mouse models

Chronic phase CML was induced and monitored as described before (31). Briefly, FACS-purified LSKs from the BM of donor mice were transduced twice on 2 consecutive days with a BCR-ABL1-GFP retrovirus by spin infection. In total, 3 × 10^4^ cells were injected i.v. into the tail vein of nonirradiated syngeneic recipients.

Blast crisis CML was induced as previously described (65). FACS-purified LSKs were simultaneously transduced with BCR-ABL1-CFP and NUP98-HOX-GFP retrovirus in a RetroNectin precoated plate on 2 consecutive days. After 2 transduction rounds, NUP98-HOX-GFP/BCR-ABL1-CFP–double-positive cells were FACS purified and injected into sublethally irradiated recipients (4.5 Gy) to expand the leukemic cells. In total, 5 × 10^3^ NUP98-HOX-GFP/BCR-ABL1-CFP–double-positive cells from primary recipient mice were injected i.v. into the tail vein of nonirradiated syngeneic recipients.

For Treg depletion, DT (15 ng/g, MilliporeSigma) was administered i.p. at different days indicated in the figure legends. Sterile PBS (MilliporeSigma) was used as a control treatment. To deplete CD8α and CD8β T cells, mice were treated with 75 μg murine αCD8α mAb (clone 53-6.7, BioXCell, catalog BE0004-1, RRID:AB_1107671) i.p. at different days indicated in the figure legends. To compare LSC activity in vivo, 5 × 10^6^ whole BM (WBM) cells from primary CML mice were injected i.v. into lethally irradiated (6.5 Gy twice with 4 hours interval) secondary recipient mice.

For Tnfrsf4 antibody treatment experiments, Tnfrsf4 antibody (200 μg/mouse, clone OX-86, BioXCell, catalog BE0031, RRID:AB_1107592) was administered i.p. 6 times every second day, starting at day 12. Rat IgG1 κ (BioXCell, catalog BE0088, RRID:AB_1107775) was used as a control treatment.

### LSC analysis

The LSC numbers in chronic phase and blast-crisis CML mice were analyzed phenotypically by FACS analysis as previously described (18, 19). Briefly, LSC subpopulations in BCR-ABL1-GFP^+^ lin^–^ BM cells were defined as follows: L-HPC-1 (Sca-1^+^c-kit^hi^CD48^+^CD150^–^), L-HPC-2 (Sca-1^+^c-kit^hi^CD48^+^CD150^+^), L-MPPs (Sca-1^+^c-kit^hi^CD48^–^CD150^–^), and LT-LSCs (Sca-1^+^c-kit^hi^CD48^–^CD150^+^). For blast-crisis CML, the disease-initiating cells were defined as NUP98-HOX-GFP^+^BCR-ABL1-CFP^+^lin^–^Sca-1^+^c-kit^hi^CD135^+^CD150^–^ (66).

### Ki-67 staining

Ki-67 staining was performed with Foxp3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific) according to manufacturer’s protocol. After surface marker staining, cells were incubated in fixation/permeabilization working solution for up to 18 hours at 4°C, followed by washing with permeabilization buffer and intracellular staining with Ki-67 PE antibody for 30 minutes at 4°C.

#### High-throughput transcriptome analysis using next-generation RNA-Seq.

Total RNA was extracted from Tregs derived from the BM of naive and CML-bearing *Foxp3*^DTR/GFP^ mice (*n =* 3/group) using the RNeasy Micro Kit (catalog 74004, Qiagen). Total RNA quality was determined by a Bioanalyzer using the RNA 6000 Nano Chip (Agilent Technologies) and quantified by fluorometry using the Quantifluor RNA System Kit (catalog E3310, Promega) on a Quantus Fluorometer Instrument (Promega).

Library preparation was performed from total RNA using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara Bio). Libraries were quality checked on the Fragment Analyzer using the High Sensitivity NGS Fragment Analysis Kit (Agilent). Samples were pooled to equal molarity, and the pool was quantified by fluorometry, in order to be loaded at a final concentration of 2 pM on the NextSeq 500 instrument (Illumina). Samples were sequenced SR76 using the NextSeq 500 High Output Kit 75-cycles (Illumina), and primary data analysis was performed using the Illumina RTA version 2.4.11 and bcl2fastq v2.20.0.422.

### RNA-Seq data analysis

The RNA-Seq data was assembled by SeqMan NGen software v.15 and analyzed using ArrayStar software v.15 (DNASTAR). The software allows statistical analyses of differential gene expression using EdgeR or DESeq2. For our analysis, we used DEseq2. The level of gene expression was assessed after normalization and log_2_ transformation. The data set was analyzed by 2-way ANOVA. Genes with significant difference in their expression at an FDR *P* value less than 0.05, and fold differences ≥ 1.5 were selected. Data were clustered using standard Euclidean’s method based on the average linkage, and heatmaps were generated according to the standard normal distribution of the values.

### GO analysis

GO enrichment was assessed using Partek Genomics Suite software, v.7 (Partek). The list of differently expressed genes was grouped into functional hierarchies. Enrichment scores were calculated using a χ^2^ test comparing the proportion of the gene list in a group to the proportion of the background genes. A value of 3 or higher corresponded to a significant overexpression (*P <* 0.05).

### Quantitative PCR

For quantitative PCR (qPCR), total RNA was extracted using the Quick-RNA MiniPrep kit (Zymo Research). Complementary DNA synthesis was performed using 2.5 × 10^–4^ units/μL hexanucleotide mix (Roche), 0.4 mM deoxynucleotide mix (MilliporeSigma), 1.25 units/μL RNasin, and 4 units/μL reverse transcriptase (Promega). Gene expression analysis was accomplished for murine *Gzma* and *Gzmb* using self-designed primers and SYBR green reaction (Roche; *Gzma,* FV: 5′ CACTGTAACGTGGGAAAGAG 3′, RV: 5′ GTGAAGGATAGCCACATTTCTG 3′; *Gzmb,* FV: 5′ CTGCTAAAGCTGAAGAGTAAGG 3′, RV: 5′ GCTCAACCTCTTGTAGCGT 3′). Samples were measured in duplicate or triplicate, including nontemplate controls using a QuantStudio 3 Real-Time PCR system (Applied Biosystems). Relative quantification of gene expression was normalized against a reference gene (*Gapdh or* ACTB) and calculated as an exponent of 2 (2^ΔCt^).

### IHC

#### Human.

To study the distribution of FOXP3^+^ Tregs and their spatial proximity to CD34^+^ and CD8^+^ cells, formalin-fixed, paraffin-embedded (FFPE) tissues from 10 CML and 4 control BM core biopsies were analyzed. Sections were cut to 2 μm thickness, and IHC double stainings of full slides were performed for both FOXP3/CD8 and FOXP3/CD34 (anti–human FOXP3, eBioscience, 1:200, catalog 14-4777-80, RRID:AB_467555; anti–human CD8, 1:100, catalog M7103, RRID:AB_2075537; and anti–human CD34, 1:50, Cell Marque, catalog 134M-16, RRID:AB_1159227) using a Leica BOND RX automated immunostainer (Leica Biosystems). A counting field of 1.2 mm^2^ was randomly selected, and FOXP3^+^ Tregs were counted at 20× magnification in CML and control BM biopsies (healthy donors). Close proximity between FOXP3^+^ Tregs and CD8^+^ or CD34^+^ LSPCs was defined as a distance of less than or equal to 2 cell nuclei. Since FOXP3^+^ Tregs were observed at a low frequency in control BM biopsies, and to enable a sufficient comparison between control BM and CML biopsies, control BM biopsies with less than 5 FOXP3^+^ Tregs (counted in 1.2 mm^2^) were additionally screened longitudinally for additional Tregs that could be included into the final analysis.

#### Mouse.

The distribution of FOXP3^+^ Tregs and their spatial proximity to CD8^+^ cells were analyzed using FFPE tissues from 8 CML and 9 control murine BM core biopsies. Sections were cut to 2.5 μm thickness, and IHC double stainings of full slides were performed for FOXP3/CD8 (rat anti–mouse FOXP3, clone FJK-16s, eBioscience, 1:00, catalog 14-5773-80, RRID:AB_467576; rat anti–mouse CD8, clone 4SM15, 1:100, eBioscience catalog 14-0808-80, RRID:AB_2572861) using a Ventana Discovery ULTRA automated immunostainer (Roche Diagnostics). A counting field of 1.2 mm^2^ was randomly selected, and FOXP3^+^ Tregs were counted at 20× magnification in CML and control BM biopsies. Close proximity between FOXP3^+^ Tregs and CD8^+^ cells was defined as a distance of less than or equal to 2 cell nuclei.

To illustrate the distribution pattern of FOXP3^+^ cells in human and murine control and CML BM core biopsies, whole slides were analyzed using QuPath (software version 0.1.2; ref. 67).

### Data and code availability

All RNA-seq data compiled for this study are made publicly available on the Gene Expression Omnibus (GEO) website (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE174190. This study does not include the development of new code.

### Statistics

Statistical analysis was performed using GraphPad Prism 7.04 (GraphPad Software). Statistical tests applied to determine significance for each experiment are detailed in the corresponding figure legend. Data are represented as mean ± SEM and assumed to distribute normally. For Treg depletion experiments, leukemia load was determined in the blood when disease was established, and mice were randomized using GraphPad software random number generator to the different treatment groups based on disease burden. Data were analyzed using Student’s *t* test (2-tailed), 1-way ANOVA followed by Tukey’s or Dunnett’s post hoc test (2-sided), and 2-way ANOVA followed by Sidak’s post hoc test (2-sided). Significant differences in Kaplan-Meier survival curves were determined using the log-rank test. Human data from the microarray data set were checked with column statistics for normal distribution and analyzed with Student’s *t* test (2-tailed). Correlations were determined using Spearman correlations (2-sided). All *P* values were considered as significant when *P <* 0.05. All experiments were at least performed twice in independent experiments.

### Study approval

Animal experiments were approved by the local experimental animal committee of the Canton of Bern and performed according to Swiss laws for animal protection (KEK 75/17, 78/17, BE56/20, and BE59/20).

Analysis of BM samples was approved by the local ethical committee of the Canton of Bern, Switzerland (KEK 122/14 and 2019-01627). Written informed consent was collected from all patients who donated BM.

## Author contributions

MH designed and performed experiments, analyzed and interpreted data, and contributed to the preparation and writing of the manuscript. VR designed experiments, performed experiments, and analyzed and interpreted data. CS, SF, RR, and NS designed and performed experiments and analyzed data. GMB collected and contributed CML patient samples and interpreted data. AFO interpreted data, designed experiments, and revised the manuscript. CR designed and supervised the study, interpreted data, and wrote the manuscript. All authors revised the manuscript and approved its final version.

## Supplementary Material

Supplemental data

Supplemental table 1

## Figures and Tables

**Figure 1:**
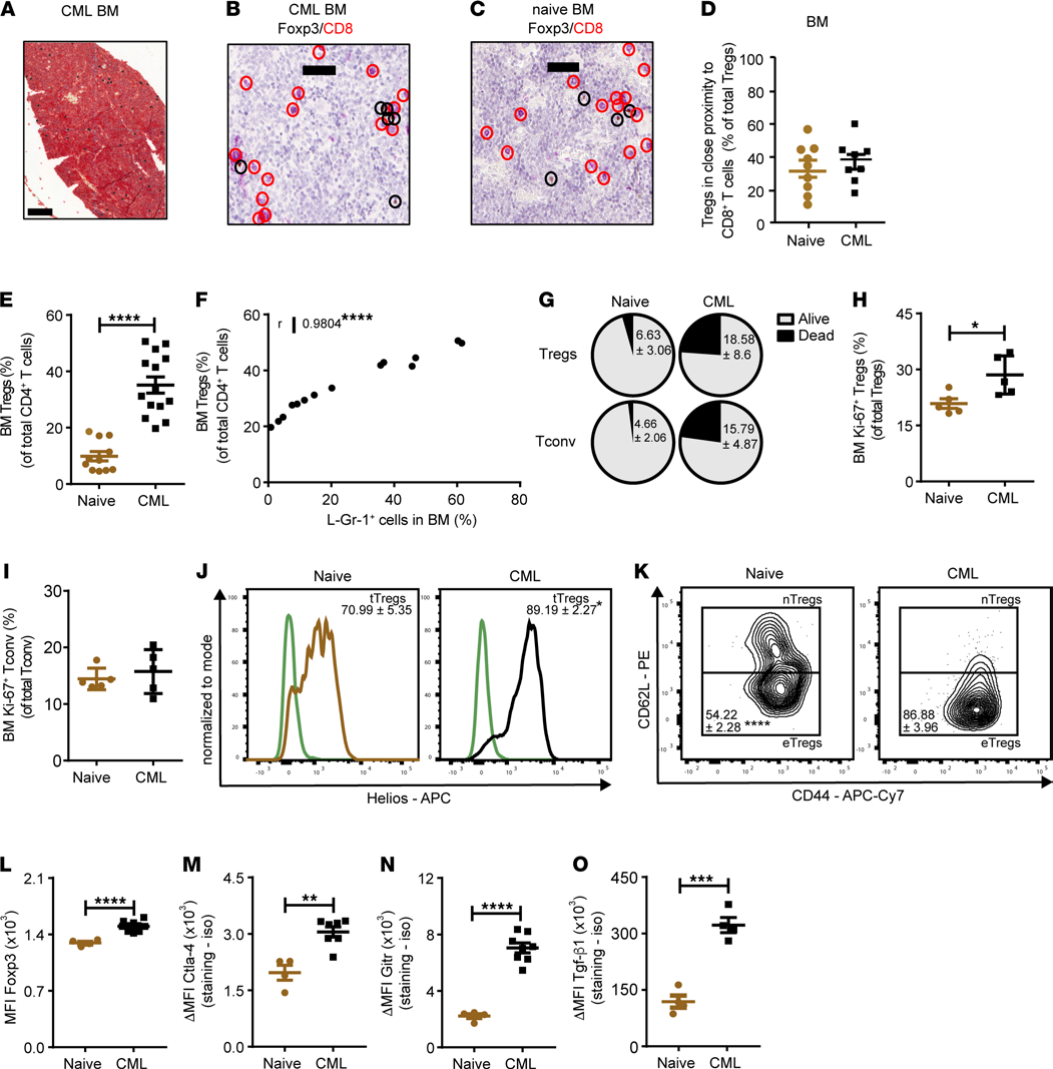
Thymic-derived effector Tregs accumulate in the BM of CML mice. (**A**) Distribution of Foxp3^+^ Tregs in CML BM (day 14). Scale bar: 200 μm; *n =* 8 mice. (**B** and **C**) Distribution of Foxp3^+^ Tregs in the BM of (**B**) CML mice (*n =* 8) and (**C**) naive mice (*n =* 9) in respect to CTLs (scale bar: 50 μm; Foxp3, brown; CD8, red). Black circles, Foxp3^+^ cells; Red circles, CTLs close to Tregs. (**D**) Frequency of Tregs located close to CTLs in the BM naive and CML mice (naive: *n =* 9 mice; CML, *n =* 8 mice). Close proximity was defined as a distance of ≤ 2 cell nuclei; *t* test. (**E**) Frequency of BM Tregs within total CD4^+^ T cell population in naive (*n =* 11) and CML (*n =* 14) *Foxp*3^DTR^ mice; *t* test. (**F**) Correlation between frequencies of Tregs (within total CD4^+^ T cells) and L-Gr-1^+^ cells in the BM of *Foxp3*^DTR^ CML mice (*n =* 14); Pearson correlation (2-sided). (**G**) Viability of Tregs and Tconv from naive and *Foxp3*^DTR^ CML mice (naive: *n =* 5 mice; CML: *n =* 9 mice); *t* test. (**H** and **I**) Proliferation of (**H**) BM Tregs and (**I**) Tconv from naive and *Foxp3*^DTR^ CML mice (naive, *n =* 5 mice; CML, *n =* 5 mice). (**J**) Representative histogram for Helios^+^ thymic-derived Tregs (tTregs) and Helios^–^ peripheral-induced Tregs (pTregs) in the BM of naive (*n =* 11) and CML *Foxp3*^DTR^ mice (*n =* 8). Pregated on CD4^+^Foxp3-GFP^+^ Tregs. Staining: beige (naive) and black (CML); isotype: green; *t* test. (**K**) Representative zebra plot for naive/resting Tregs (nTregs) and effector Tregs (eTregs) in the BM of naive (*n =* 5) and CML *Foxp3*^DTR^ mice (*n =* 5); *t* test. (**L**–**O**) MFI Foxp3 expression (GFP^+^), ΔMFI of Ctla-4, Gitr and Tgf-β1 on CD4^+^Foxp3-GFP^+^ Tregs in the BM naive (*n =* 4) and CML *Foxp3*^DTR^ mice (*n =* 4–8); *t* test. ΔMFI, staining-isotype. Data are displayed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

**Figure 2:**
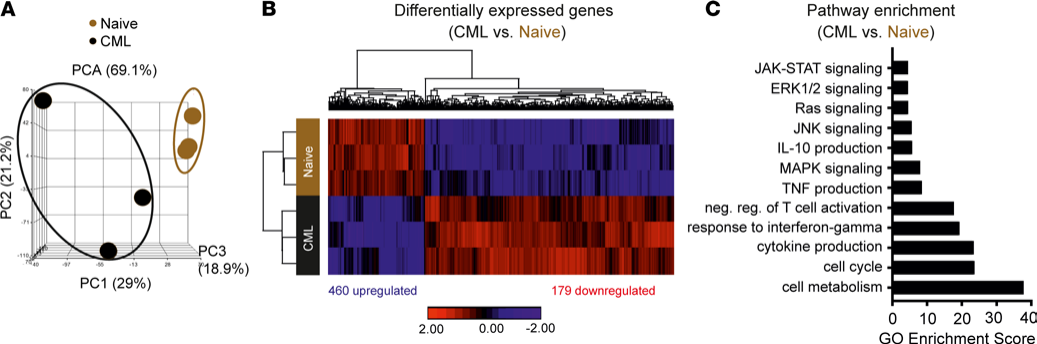
NGS RNA-Seq analysis of Tregs derived from the BM of naive and CML mice. (**A**–**C**) Principal component analysis (PCA) (**A**), heatmap of differentially expressed genes (**B**), and Gene ontology (GO) analysis (**C**) of Tregs derived from BM CML and naive *Foxp3*^DTR^ mice (*n =* 3 mice/group) upon transcriptomic analysis.

**Figure 3:**
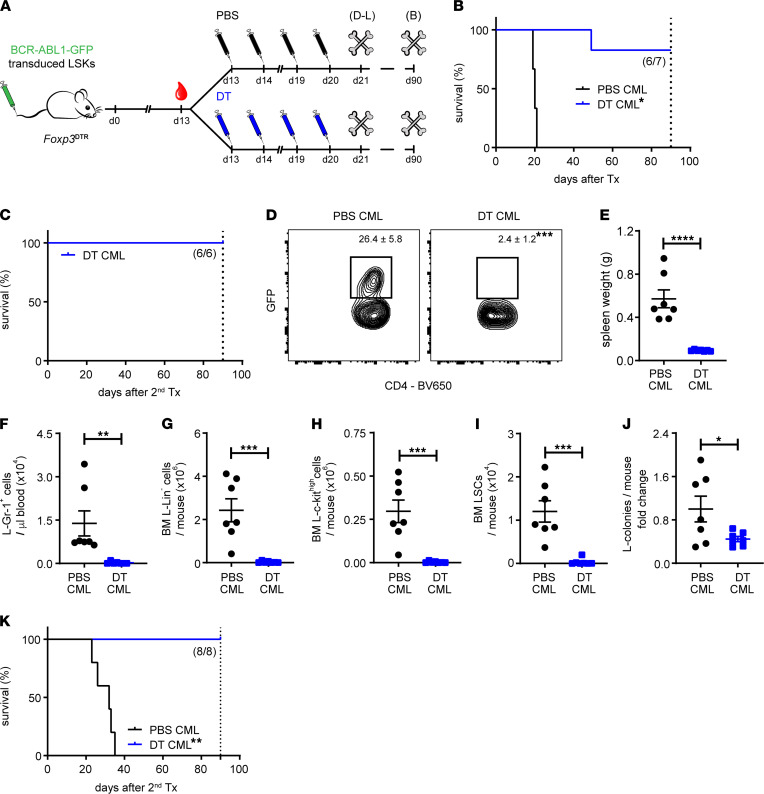
Treg depletion reduces CML LSC numbers in vivo. (**A**) Experimental setup. BCR-ABL1-GFP–transduced LSKs were injected i.v. into nonirradiated *Foxp3*^DTR^ recipients. After establishment of the disease (day 13), mice were randomized to DT or PBS treatment (days 13, 14, 19, and 20; i.p.). (**B**) Kaplan-Meier survival curves of PBS- and DT-treated CML mice (PBS, *n =* 7; DT, *n =* 7); log-rank test. (**C**) Kaplan-Meier survival curve of secondary CML mice. BM cells of surviving primary CML mice were injected i.v. into lethally irradiated secondary BL/6 recipients, and survival was monitored (*n =* 6 surviving DT CML mice). (**D**–**J**) BM CD4^+^Foxp3-GFP^+^ Tregs (**D**), spleen weight (**E**), L-Gr-1^+^ cells (**F**), and absolute numbers of L-lin^–^ cells (**G**), L–c-kit^hi^ (**H**), LSCs (**I**) in BM and colony formation capacity (**J**) per mouse was determined 21 days after CML induction (PBS: *n =* 7; DT: *n =* 8); *t* tests. (**K**) BM cells of primary CML mice (day 21) were injected i.v. into lethally irradiated secondary BL/6 recipients, and survival was monitored (PBS, *n =* 7; DT, *n =* 8); log-rank test. Data are displayed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Dotted lines represent the time point of the experiment termination at day 90.

**Figure 4:**
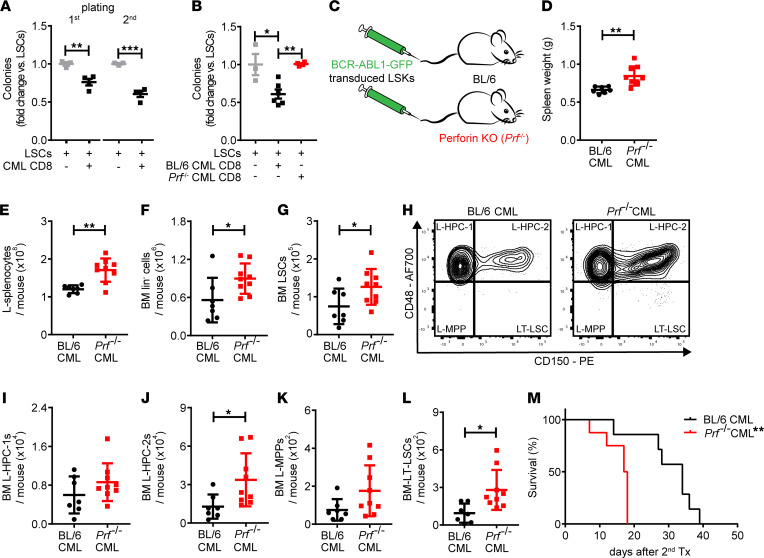
CD8^+^ CTLs from the BM of CML mice eradicate LSCs by perforin-mediated killing in vitro and in vivo. (**A**) BL/6 LSCs were cultured in the presence and absence of BM CD8^+^ CTLs from CML-bearing BL/6 overnight at a ratio of 1:1 in triplicate followed by plating in methylcellulose. Colonies were enumerated 7 days later. For secondary platings, cells isolated from primary colony assays were replated in methylcellulose in the absence of T cells; *t* test (Groups: LSCs, *n =* 3 mice; LSCs + CML CD8, *n =* 4). (**B**) BL/6 LSCs were cultured overnight in the presence and absence of CD8^+^ CTLs derived from the BM of perforin-proficient and -deficient CML mice at a ratio of 1:1 in triplicate followed by plating in methylcellulose. Colonies were enumerated 7 days later; 1-way ANOVA followed by Tukey’s multiple comparison (Groups: LSCs, *n =* 3 mice; LSCs + BL/6 CML CD8, *n =* 6; LSCs + *Prf^–/–^* CML CD8, *n =* 4). (**C**–**L**) BCR-ABL1-GFP–transduced LSKs were injected i.v. into nonirradiated BL/6 (*n =* 7) and *Prf^–/–^* (*n =* 8) recipient mice. (**D**–**G**) Spleen weight; *t* test (BL/6 CML, *n =* 7 mice; *Prf^–/–^* CML, *n =* 8 mice), absolute numbers of L-splenocytes, of L-lin^–^, and LSCs in the BM of CML mice; *t* test (BL/6 CML, *n =* 7 mice; *Prf^–/–^* CML, *n =* 8 mice) 15 days after CML induction. (**H**) Gating strategy to define LSC subpopulations; cells are pregated on lin^–^GFP^+^Sca-1^+^c-kit^+^ cells. Representative images from 1 of *n =* 7 (BL/6) and 1 of *n =* 8 *Prf^–/–^* CML mice are shown. (**I**–**L**) Absolute numbers of LSC subpopulations; *t* tests (BL/6 CML, *n =* 7 mice; *Prf^–/–^* CML, *n =* 8 mice). (**M**) BM cells from primary BL/6 (*n =* 7) and *Prf^–/–^* (*n =* 8) CML mice were injected i.v. into lethally irradiated secondary BL/6 recipients, and survival was monitored; log-rank test. Data are displayed as mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001.

**Figure 5:**
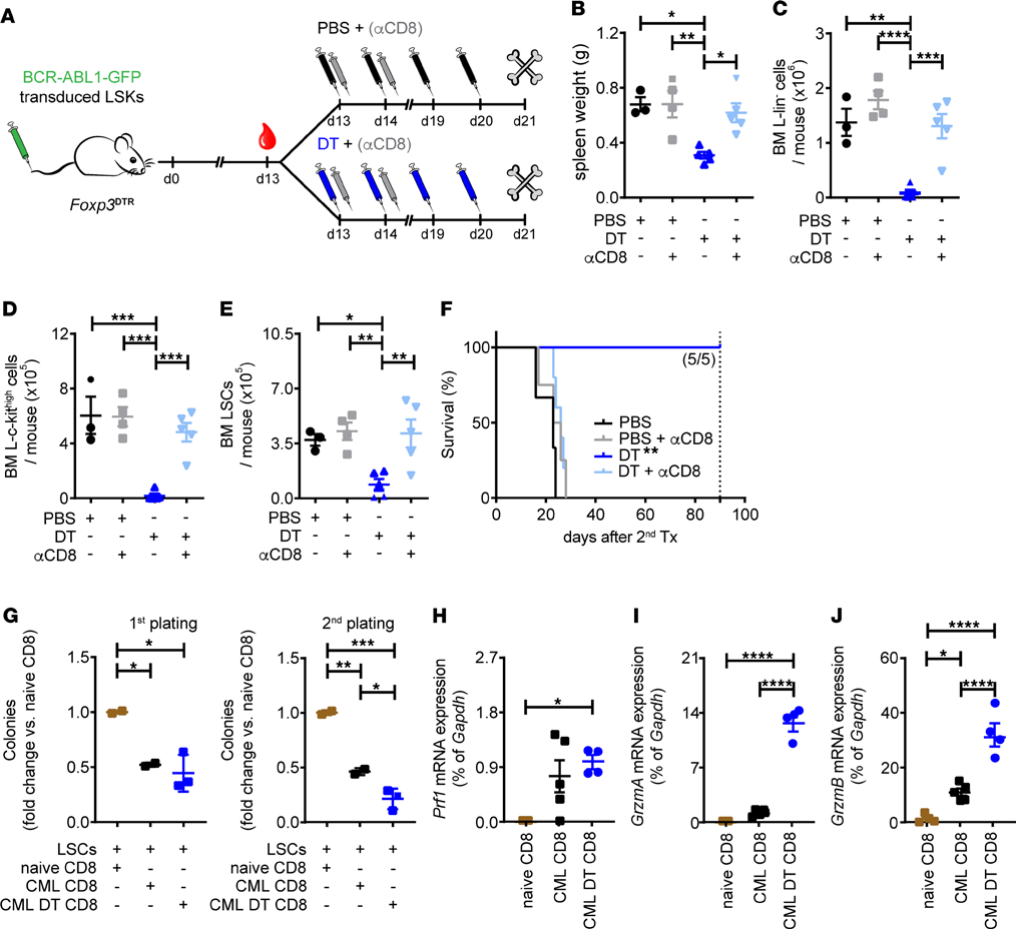
BM Tregs in CML protect LSCs from CD8^+^ T cell–mediated eradication in vivo. (**A**) Experimental setup. BCR-ABL1-GFP–transduced LSKs were injected i.v. into nonirradiated *Foxp3*^DTR^ recipients. At day 13, mice were randomized to PBS/DT and αCD8 mAb treatment (DT i.p. at days 13, 14, 19, and 20; αCD8 mAb at days 13 and 15 i.p.). (**B**–**E**) Spleen weight, absolute numbers of L-lin^–^ cells, L–c-kit^hi^ cells, and LSCs in the BM of CML mice of all treatment groups 21 days after CML induction; 1-way ANOVAs followed by Tukey’s multiple comparison test. PBS, *n =* 3 mice; PBS + αCD8, *n =* 4 mice; DT, *n =* 5 mice; and DT + αCD8, *n =* 5 mice. (**F**) BM cells of primary CML mice (day 21) were injected i.v. into lethally irradiated secondary BL/6 recipients, and survival was monitored; log-rank test. PBS, *n =* 3 mice; PBS + αCD8, *n =* 4 mice; DT, *n =* 5 mice; and DT + αCD8, *n =* 5 mice. (**G**) LSCs were preincubated with CD8^+^ CTLs from naive or CML-bearing mice treated with PBS or DT overnight in a 1:1 ratio, followed by plating in methylcellulose. Myeloid CFU and replating capacity in vitro (*n =* 3 mice/group); 1-way ANOVA followed by Tukey’s post hoc test. (**H**–**J**) Perforin (*Prf1*), Granzyme A (*GrzmA*), and Granzyme B (*GrzmB*) mRNA expression levels in BM CD8^+^ CTLs measured by qPCR. Data are normalized to *Gapdh* (naive, *n =* 4 mice; CML, *n =* 5 mice; CML DT, *n =* 4 mice); 1-way ANOVA followed by Tukey’s post hoc test. Data are displayed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Dotted line represents the time point experiment termination day 90.

**Figure 6:**
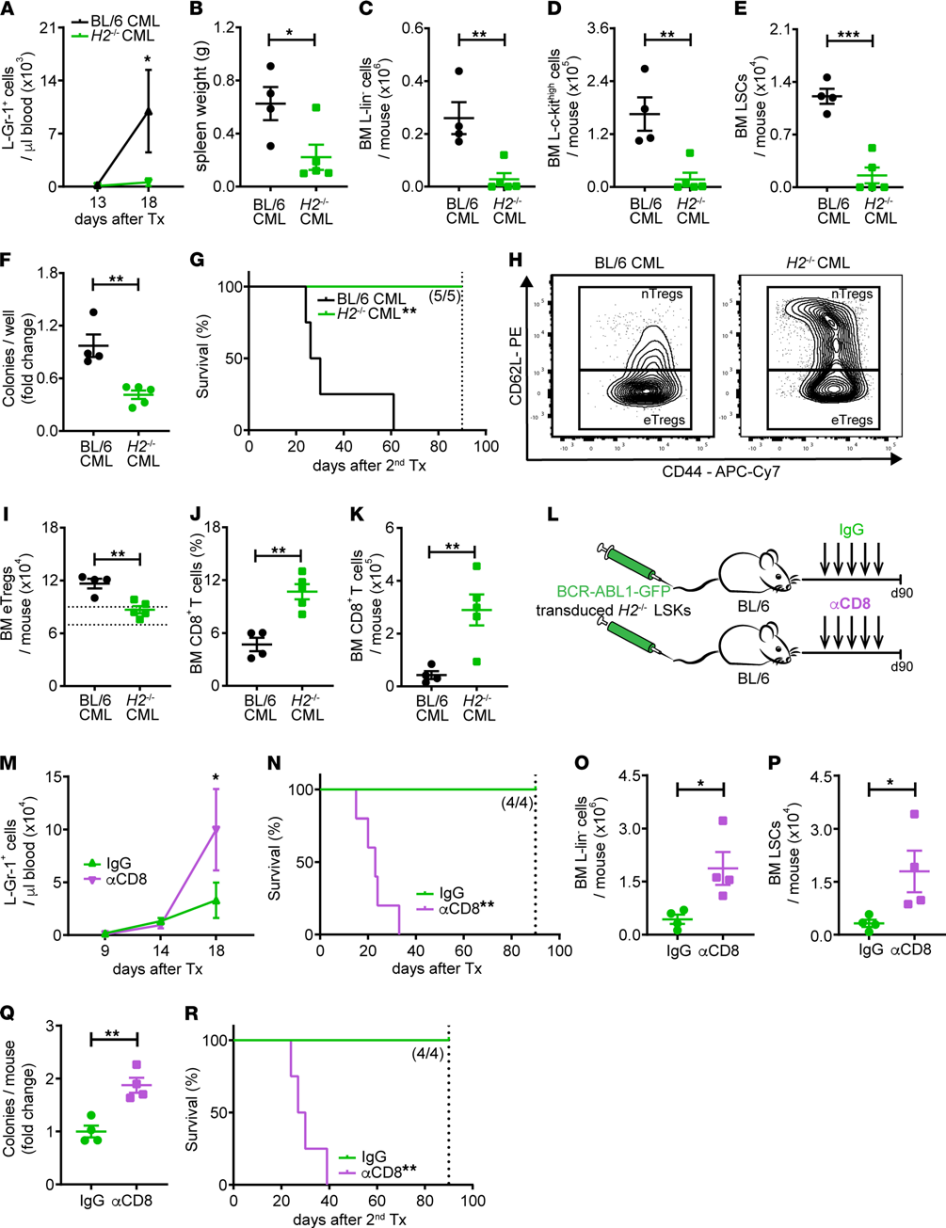
Tregs in the BM of CML mice are activated through interaction with MHC class II on leukemia cells resulting in immune escape of LSCs. (**A**) L-Gr-1^+^ cells in blood from BL/6 and MHC class II–deficient (*H2^–/^)^–^* CML mice (*n =* 4–5 mice/group); 2-way ANOVA followed by Sidak’s multiple comparison test. (**B**–**E**) Spleen size, numbers of (**C**) L-lin^–^, (**D**) L–c-kit^hi^ cells and (**E**) LSCs in BM and (**F**) Colony formation capacity per mouse of BL/6 and *H2^–/–^* CML mice (18 day); Student’s *t* test. (**G**) BM cells of primary CML mice (day 18) were injected i.v. into lethally irradiated secondary BL/6 recipients, and survival was monitored; log-rank test. (**H**) Gating strategy to identify nTregs and eTregs; pregated on CD4^+^ Foxp3^+^ Tregs. (**I**) Numbers of eTregs within CD4^+^ T cell population in BL/6 and *H2^–/–^* CML. Dotted lines: range of eTregs observed in naive mice (*n =* 5); Student’s *t* test. (**J** and **K**) Frequencies and numbers of CD8^+^ T cells in BL/6 and *H2^–/–^* CML mice (day 18); *t* test. (**L**) BL/6 mice were treated i.p. with an αCD8 mAb (75 μg/injection) or control IgG at days –2, –1, 4, 9, and 14 (Groups: IgG, *n =* 4; αCD8, *n =* 5 mice/group). (**M** and **N**) Number of L-Gr-1^+^ cells in the blood and Kaplan-Meier survival graph of IgG- or αCD8-treated *H2^–/–^* CML mice (Groups: IgG, *n =* 4; αCD8, *n =* 5 mice/group); 2-way ANOVA followed by Sidak’s multiple comparison test and log-rank test. (**O**–**Q**)Number of L-lin^–^ cells and LSCs in the BM and colony formation capacity per mouse of IgG-treated and αCD8-treated *H2^–/–^* CML mice (day 16; *n =* 4 mice/group); *t* test. (**R**) Kaplan-Meier survival graph from mice receiving BM cells of primary CML mice (day 16; *n =* 4 mice/group); log-rank test. Data are displayed as mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001. Dotted lines indicate time point experiment termination day 90.

**Figure 7:**
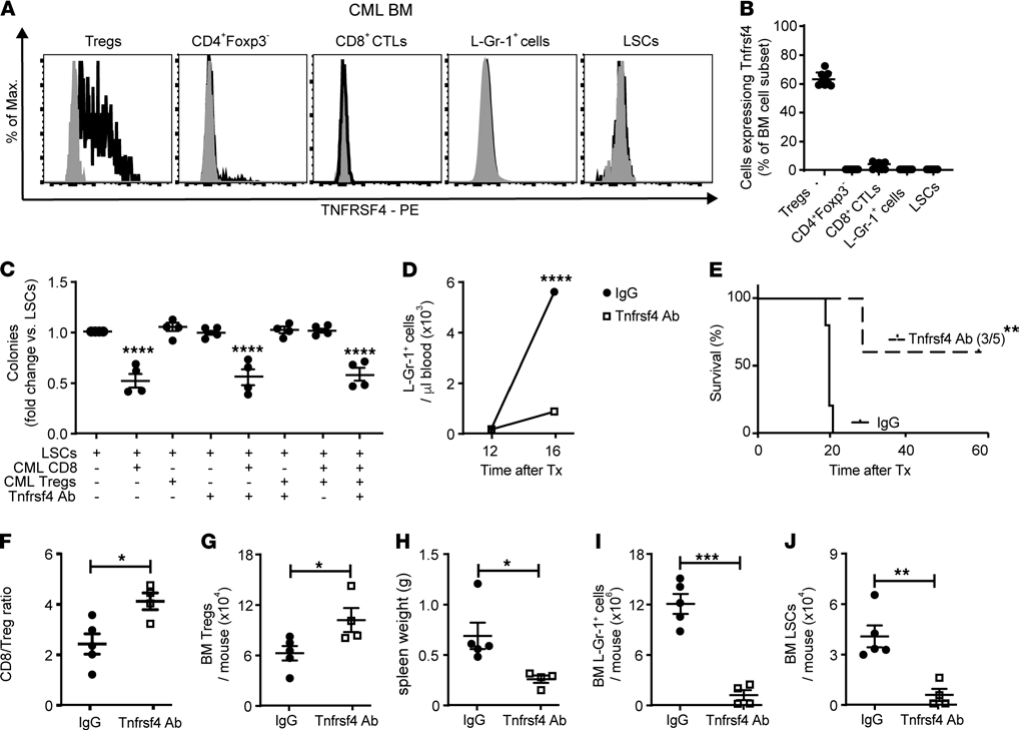
Stimulation of Tnfrsf4-signaling reduces the capacity of Tregs to protect LSCs from CD8^+^ CTL–mediated killing. (**A**) Representative FACS plots for the expression of Tnfrsf4 on CD4^+^Foxp3-GFP^+^ T cells (Tregs), CD4^+^Foxp3^–^ T cells, CD8^+^ CTLs, L-Gr-1^+^ cells, and LSCs in the BM of *Foxp3*^DTR^ CML mice. One representative out of 9 plots is depicted. Staining, black; isotype control, gray. (**B**) Frequency of CD4^+^Foxp3-GFP^+^ T cells, CD4^+^Foxp3^–^ T cells, CD8^+^ CTLs, L-Gr-1^+^ cells, and LSCs in the BM of CML mice expressing Tnfrsf4 (*n =* 9 mice/cell subset). (**C**) LSCs from the BM of *Foxp3*^DTR^ CML mice were cultured with BM CD8^+^ T cells and/or BM Tregs of the same mice pretreated for 2 hours with a Tnfrsf4 antibody (clone OX-86, 30 μg/mL) or respective control antibody at a ratio of 1:1:1 in triplicate followed by plating in methylcellulose. Colonies were enumerated 7 days later; 1-way ANOVA followed by Tukey’s post hoc test. (**D** and **E**) BL/6 CML mice were randomized to control IgG or anti-Tnfrsf4 antibody treatment (OX-86, 200 μg/mouse, i.p, for 6 times every second day, starting at day 12), and leukemia development and survival was monitored. (**D**) Number of L-Gr-1^+^ cells in the blood of IgG-treated and Tnfrsf4 antibody–treated BL/6 CML mice; 2-way ANOVA followed by Sidak’s multiple comparison test (*n =* 5 mice/group). (**E**) Kaplan-Meier survival curves of control IgG– and TNFRSF4 Ab–treated CML mice (IgG, *n =* 5; Tnfrsf4, *n =* 5); log-rank test. (**F**–**J**) CD8/Treg ratio in the BM, Treg numbers in the BM, spleen weight, numbers of L-Gr-1^+^ cells, and LSCs in the BM of control IgG– and TNFRSF4 Ab–treated CML mice (IgG, *n =* 5; Tnfrsf4, *n =* 4) 18 days after CML transplantation. *t* test. Data are displayed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. One representative out of 2 independent experiments is shown.

**Figure 8:**
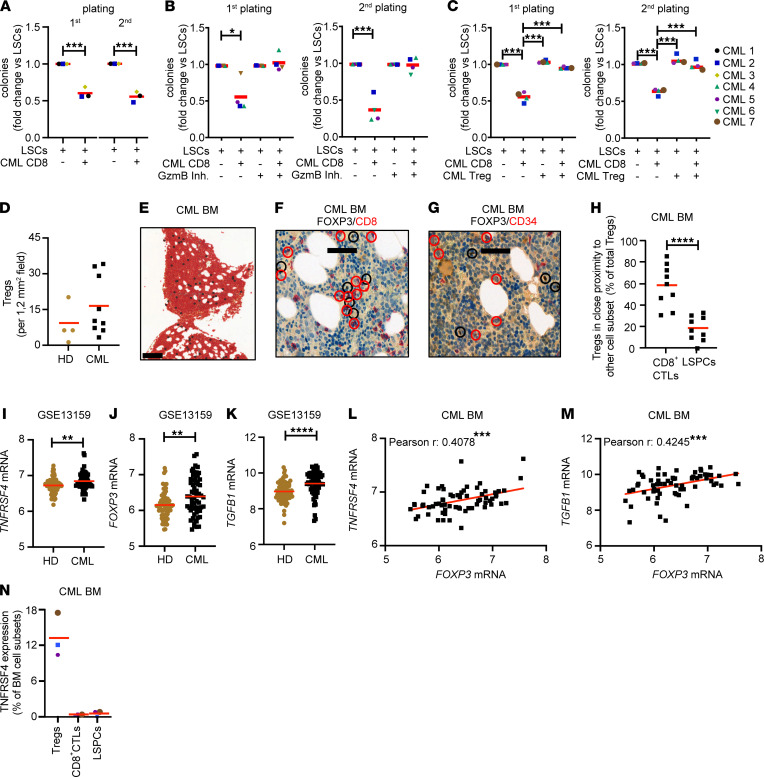
Tregs protect human CD34^+^CD38^–^ CML stem/progenitor cells from elimination by CD8^+^ CTLs. (**A**) Colony forming and replating capacity of CD34^+^CD38^–^ LSCs (CML 1–3) cultured overnight in the presence and absence of CD8^+^ CTLs of the same CML patients at a ratio of 1:1; *t* test. (**B**) Colony forming and replating capacity of LSCs (CML 4–7) pretreated with the granzyme B inhibitor I (100 μM) and cultured in the presence and absence of CD8^+^ CTLs at a ratio of 1:1 overnight; *t* test. (**C**) Colony forming and replating capacity of LSCs (CML 4–6) cultured in the presence and absence of CD8^+^ CTLs and/or CD25^+^CD127^lo^ CD4^+^ Tregs at a ratio of 1:1:1. One-way ANOVA followed by Tukey’s post hoc test. (**D**) Numbers of BM Tregs in CML patients and healthy donors (CML, *n =* 10; healthy donors [HD], *n =* 4). Tregs per 1.2 mm^2^ field were determined; *t* tests. (**E**) Distribution of BM FOXP3^+^ Tregs (scale bar: 200 μm; *n =* 10 CML patients). (**F** and **G**) Spatial localization of BM FOXP3^+^ Tregs in respect to (**F**) CD8^+^ CTLs and (**G**) CD34^+^ CML stem/progenitor cells (LSPCs) (scale bar: 50 μm; *n =* 10 CML patients; FOXP3, brown; CD8^+^ CTLs and LSPCs, red). FOXP3^+^ cells, black; CD8^+^ CTLs and LSPCs, red circles. (**H**) Frequency of BM Tregs located near CD8^+^ CTLs and LSPCs (*n =* 10 CML patients). Close proximity was defined as a distance of ≤ 2 cell nuclei; *t* tests. (**I**–**K**) *TNFRSF4*, *FOXP3*, and *TGFB1* mRNA expression in CML patients and HD (*n =* 73; CML: *n =* 76; GSE13159); *t* test. (**L** and **M**) Correlation of *FOXP3* with (**L**) *TNFRSF4* and (**M**) *TGFB1* mRNA expression in BM of CML patients (*n =* 76; GSE13159); Spearman correlations. (**N**) Frequency of CD25^+^CD127^lo^ CD4^+^ Tregs, CD8^+^ CTLs, and LSPCs expressing TNFRSF4 on the cell surface in CML patients (CML 2, 5, 7) analyzed by FACS. Data are displayed as mean. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

# Supplementary material for: Tnfrsf4-expressing regulatory T cells promote immune escape of chronic myeloid leukemia stem cells
**Source:** JCI Insight. 2021 Dec 8;6(23):e151797. doi: 10.1172/jci.insight.151797
**Supplement:** Supplemental data

1

## 2

3

## 5

6

7

8

9

10

11

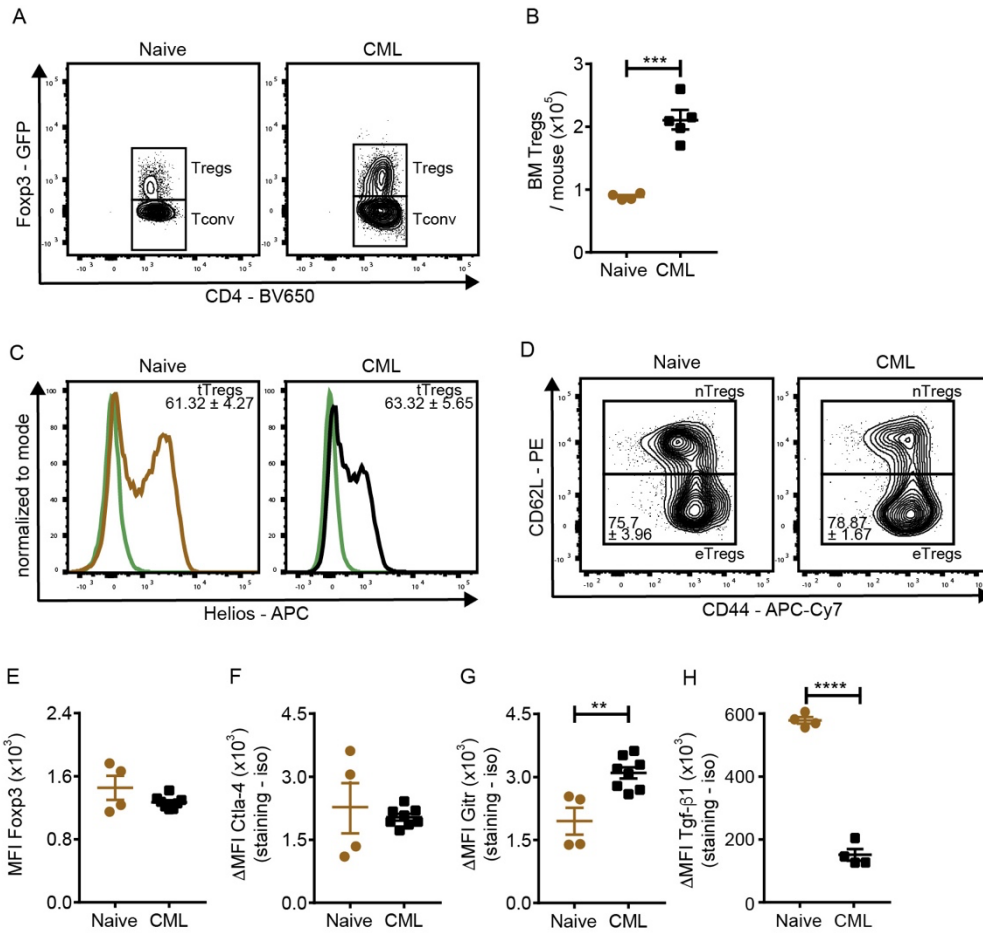

**Fig. S1: Gating scheme for Tregs and phenotypic analysis of Tregs from the spleen of naïve and CML mice.** (A) Gating strategy of Foxp3<sup>+</sup> Tregs, pre-gated on CD4<sup>+</sup> T cells. (B) Absolute numbers of Tregs in naïve and CML BM (Naïve: n=4 mice; CML: n=5 mice); t-test. (C) Representative histogram for Helios<sup>+</sup> thymic-derived Tregs (tTregs) and Helios<sup>-</sup> peripheral-induced Tregs (pTregs) in the spleen of naïve (n=11) and CML *Foxp3*<sup>DTR</sup> mice (n=8). Cells are pre-gated on CD4<sup>+</sup> Foxp3-GFP<sup>+</sup> Tregs. Staining: beige (naïve) and black (CML); isotype: green; t-test. (D) Representative Zebra-Plot for CD62L<sup>+</sup>CD44<sup>low</sup> naïve/resting Tregs (nTregs) and CD62L<sup>-</sup>CD44<sup>high</sup> effector Tregs (eTregs) in the spleen of naïve (n=5) and CML *Foxp3*<sup>DTR</sup> mice (n=5); t-test. (E) MFI Foxp3-GFP<sup>+</sup> expression (Foxp3) of CD4<sup>+</sup> Foxp3-GFP<sup>+</sup> Tregs in the spleen of naïve (n=4) and CML *Foxp3*<sup>DTR</sup> mice (n=8); t-test. (F)  $\Delta$ MFI of CTLA-4 on CD4<sup>+</sup> Foxp3-GFP<sup>+</sup> Tregs in the BM naïve (n=4) and CML *Foxp3*<sup>DTR</sup> mice (n=8); t-test.  $\Delta$ MFI=staining-isotype. (G)  $\Delta$ MFI of GITR on CD4<sup>+</sup> Foxp3-GFP<sup>+</sup> Tregs in the spleen of naïve (n=4) and CML *Foxp3*<sup>DTR</sup> mice (n=8); t-test.  $\Delta$ MFI =staining-isotype. (H)  $\Delta$ MFI of TGF- $\beta$ 1

26 on CD4<sup>+</sup> Foxp3-GFP<sup>+</sup> Tregs in the spleen of naïve (n=4 mice) and *Foxp3*<sup>DTR</sup> CML mice (n=4  
27 mice); t-test. ΔMFI=staining-isotype. Data are displayed as mean ± SEM. Statistics: \*\*  $P<0.01$ ,  
28 \*\*\*  $P<0.001$ , \*\*\*\*  $P<0.0001$ , Related to Figure 1.

29

30

31

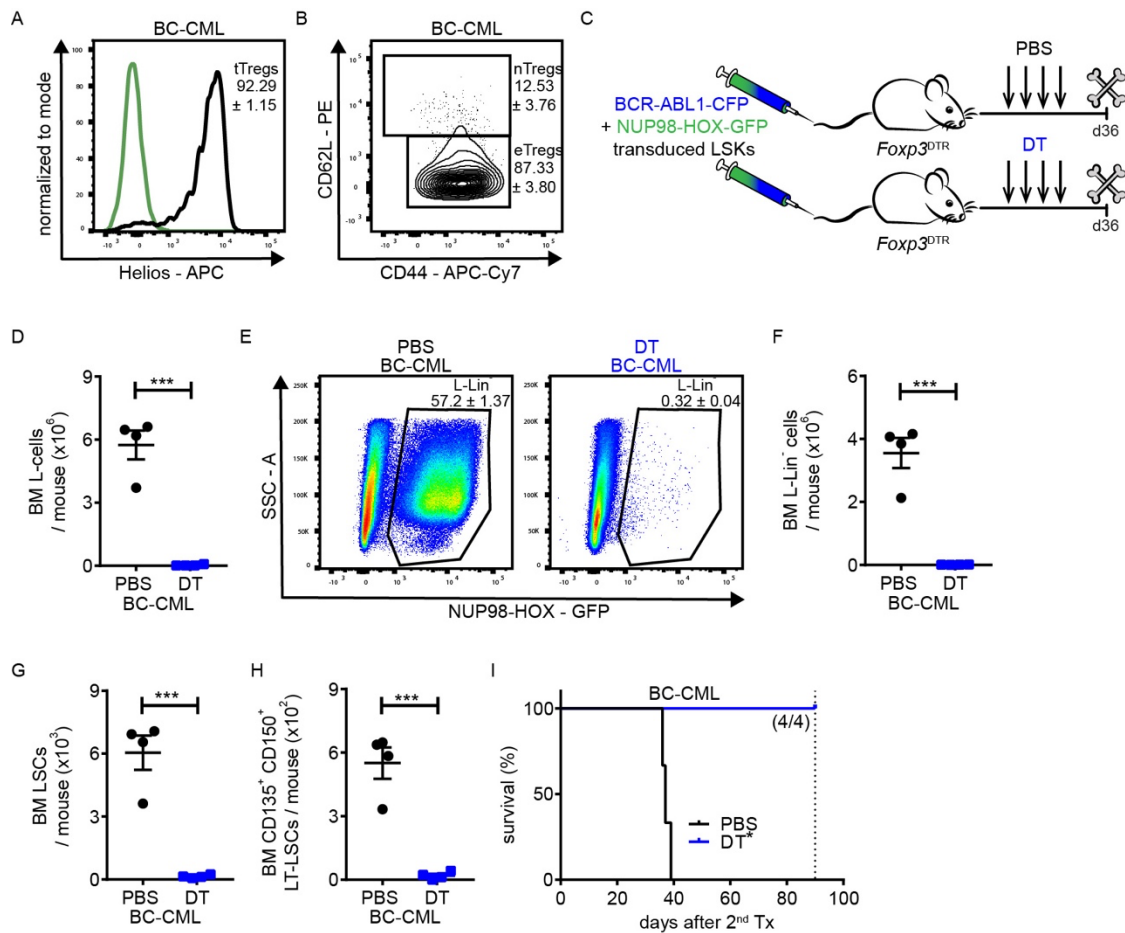

33

**Fig. S2: BM tTregs contribute to disease development in BC-CML.** (A to I) LSKs of BL/6 mice were co-transduced with BCR-ABL1-CFP and NUP98-HOX-GFP retroviruses and BCR-ABL1-CFP/NUP98-HOX-GFP<sup>+</sup> double-positive cells were injected into non-irradiated *Foxp3*<sup>DTR</sup> recipient mice (BC-CML). (A) Frequencies of Helios<sup>+</sup> thymic-derived Tregs (tTregs), (B) CD44<sup>low</sup>CD62L<sup>high</sup> resting/naïve Tregs (nTregs) and CD44<sup>high</sup>CD62L<sup>low</sup> effector Tregs (eTregs) in the BM of BC-CML mice. Cells are pre-gated on CD4<sup>+</sup> Foxp3<sup>+</sup> Treg cells (n=6 mice/group). (C to H) Experimental setup. BC-CML mice were randomized and subjected to treatment with DT or PBS as a control on days 7, 8, 13 and 14 after BC-CML initiation. BC-CML mice were sacrificed at day 36 and BM was analyzed (n=4 mice/group). (D) Number of BM L-cells (n=4 mice/group); t-test. (E) Frequencies and (F) absolute numbers of L-lin<sup>+</sup> cells (n=4 mice/group); t-test. (G) Absolute number of BC-CML Sca-1<sup>+</sup>c-kit<sup>high</sup> LSCs and (H) CD135<sup>+</sup>CD150<sup>+</sup> LT-LSCs (n=4 mice/group); t-test. (I) BM cells of primary CML mice (day 36)

were injected i.v. into lethally irradiated secondary BL/6 recipients and survival was monitored (n=4 mice/group); log-rank test. Dotted line represents the time point experiment termination at day 90. Data are displayed as mean±SEM. \*\*  $P<0.01$ , \*\*\*  $P<0.001$  and \*\*\*\*  $P<0.0001$ .

Related to Figure 3.

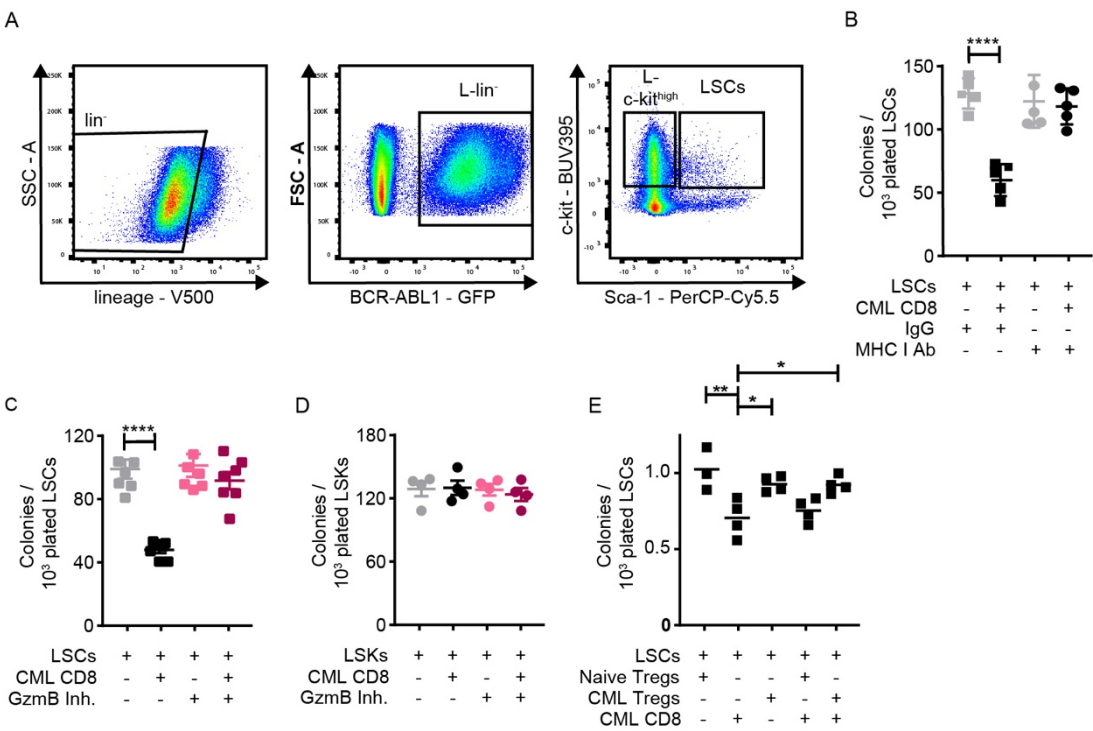

**Fig. S3: CD8<sup>+</sup> T cells from the BM of CML mice eradicate LSCs but not HSCs by perforin- and granzyme B-mediated lysis. (A)** Gating strategy used to identify leukemic lin<sup>-</sup> (L-lin<sup>-</sup>) cells, L-c-kit<sup>high</sup> cells and LSCs of MACS-purified lin<sup>-</sup> BM cells. **(B)** LSCs pre-incubated for 1h in the presence of anti-MHC I antibody (clone: 28-14-8; 10 µg/ml) or control IgG prior to overnight co-culture with BM CD8<sup>+</sup> T cells from CML-bearing BL/6 mice (ratio 1:1) were plated in duplicates in methylcellulose and colony formation was assessed 7 days later. Numbers of colonies per 10<sup>3</sup> plated LSCs from one out two independent experiments are shown; t-test (n=5 mice/group). **(C)** LSCs pre-incubated in the presence and absence of the Granzyme B Inhibitor I prior to overnight co-culture with BM CD8<sup>+</sup> T cells from CML-bearing BL/6 mice (ratio 1:1) were plated in duplicates in methylcellulose and colony formation was assessed 7 days later. Numbers of colonies per 10<sup>3</sup> plated LSCs pooled from two independent experiments are shown; t-test (n=7 mice/group). **(D)** HSCs from naïve BL/6 mice pre-incubated in the presence and absence of the Granzyme B Inhibitor I prior to overnight co-culture with BM CD8<sup>+</sup> T cells from CML-bearing BL/6 mice (ratio 1:1) were plated in duplicates in methylcellulose and colony formation was assessed 7 days later. Numbers of colonies per 10<sup>3</sup>

plated LSKs is shown; t-test (n=4 mice/group). **(E)** LSCs (pooled from n= 4 CML mice) were pre-incubated overnight in duplicates in presence and absence of BM CD8<sup>+</sup> T cells and BM Tregs from CML-bearing BL/6 mice (ratio 1:1:1, n=4) or BM Tregs from naïve BL/6 mice (n=3) followed by plating in methylcellulose. Colony formation was assessed 7 days later; One-Way ANOVA followed by Dunnett's post-test (two-sided). Data are represented as mean ± SEM or mean only. \*  $P < 0.05$ , \*\*  $P < 0.01$ . Related to Figures 4 and 5.

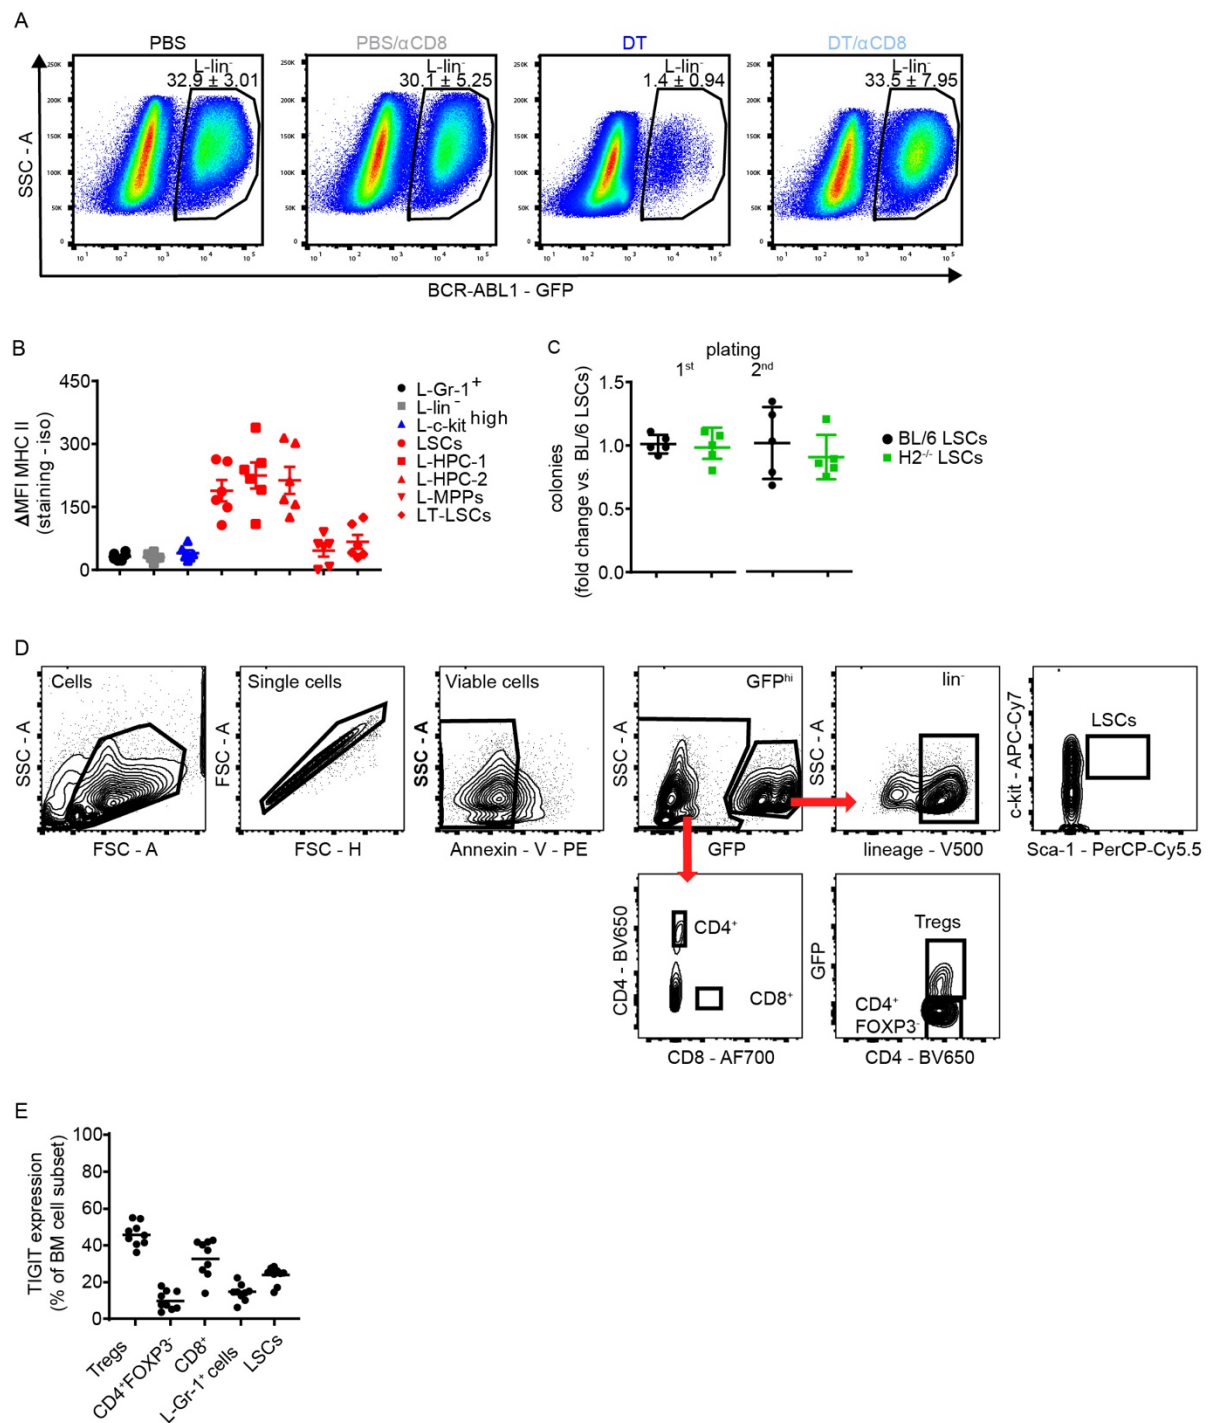

**Fig. S4: Representative FACS plots of L-lin<sup>-</sup> cell frequencies after treatment with DT or αCD8 mAb, MHC class II expression on LSCs and Tigit expression on Tregs, CD8<sup>+</sup> T cells, CD4<sup>+</sup> Foxp3<sup>-</sup> T cells and leukemia cells in the BM of CML mice. (A) Experimental setup. BCR-ABL1-GFP-transduced LSKs were injected intravenously into non-irradiated *Foxp3*<sup>DTR</sup> recipients. After establishment of the disease (day 13), mice were randomized to PBS/DT and αCD8 mAb treatment. DT was administered i.p. at days 13, 14, 19 and 20; αCD8**

mAb at days 13 and 15 i.p. Mice were sacrificed at day 21 after transplantation of leukemic cells and the BM for all treatment groups was analyzed for the frequency of L-Lin<sup>-</sup> cells. (Groups: PBS: n=3 mice, PBS + αCD8: n=4 mice, DT: n=5 mice and DT + αCD8: n=5 mice). **(B)** ΔMFI of MHC II on L-Gr-1<sup>+</sup>, L-lin<sup>-</sup> and L-c-kit<sup>high</sup> cells and LSCs with the subpopulations L-HPC-1, L-HPC-2, L-MPPs and LT-LSCs. (n=6 CML mice). ΔMFI: MFI staining – MFI isotype. **(C)** Clonogenic potential of MHC class II (*H2*)<sup>-/-</sup> and BL/6 LSCs in vitro. 10<sup>3</sup> *H2*<sup>-/-</sup> and BL/6 LSCs were plated in methylcellulose and colony formation capacity was assessed 7 days later (n=5 mice/group). For re-plating experiments 10<sup>4</sup> cells from primary colony assessed were plated in methylcellulose. **(D)** Gating strategy to identify T cell subsets and LSCs in the BM of CML mice. One representative out of 9 plots is depicted. **(E)** BCR-ABL1-GFP-transduced LSKs were injected intravenously into non-irradiated *Foxp3*<sup>DTR</sup> recipients (n=9 mice). 14 days later, animals were sacrificed and Tigit expression was determined on CD4<sup>+</sup> Foxp3-GFP<sup>+</sup> Tregs CD8<sup>+</sup> T cells, CD4<sup>+</sup> Foxp3<sup>-</sup> T cells, L-Gr-1<sup>+</sup> and LSCs by FACS. Data are displayed as mean or mean ± SEM. Related to Figures 5-7.

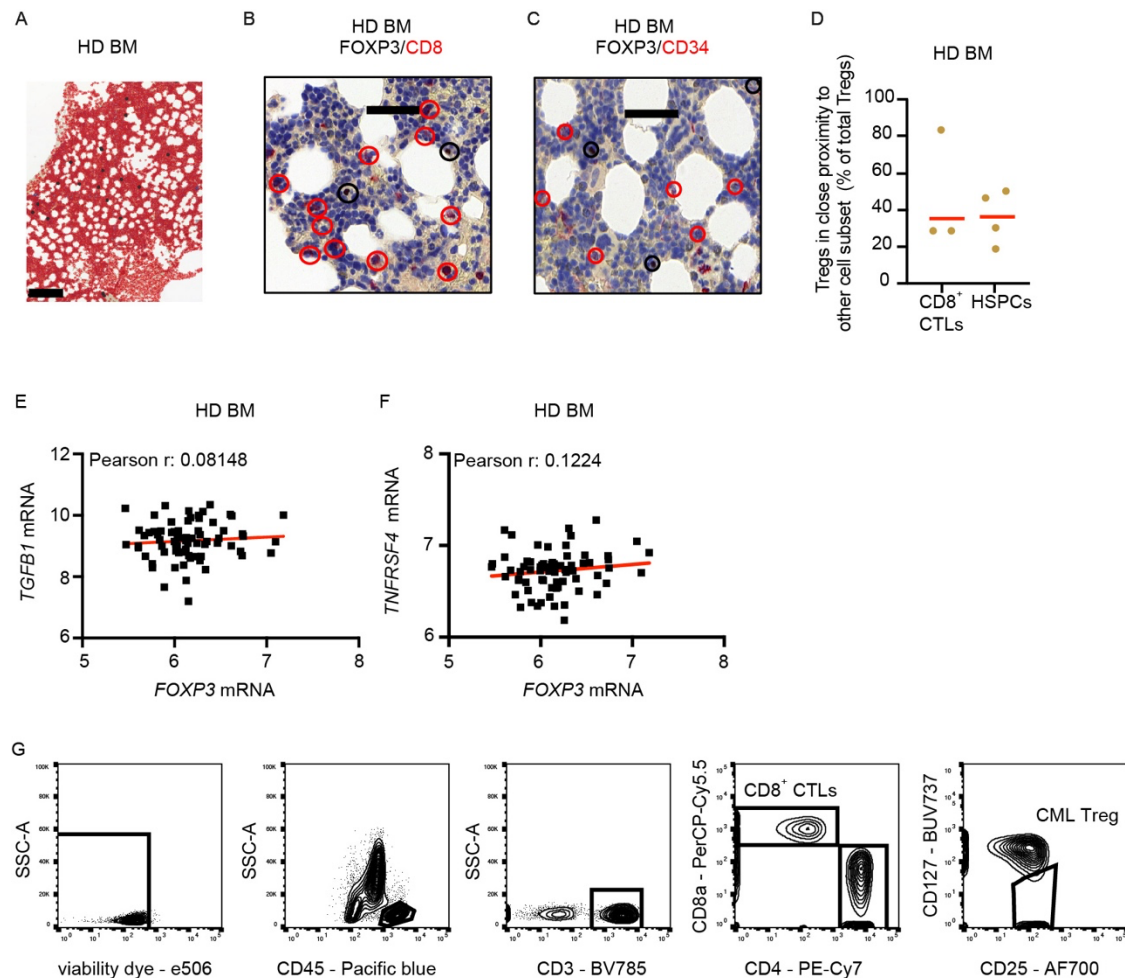

**Fig. S5: The majority of Tregs in the BM of CML patients are localized close to CD8<sup>+</sup> T cells.** (A) Representative immunohistochemistry stainings addressing the overall distribution of FOXP3<sup>+</sup> Tregs in the BM (scale bar 200  $\mu$ m, n= 10 CML patients). (B-D) Representative immunohistochemistry stainings addressing the spatial localization of FOXP3<sup>+</sup> Tregs in the BM in respect to (B) CD8<sup>+</sup> T cells and (C) CD34<sup>+</sup> hematopoietic stem/progenitor cells (HSPCs, scale bar 50  $\mu$ m, n= 10 CML patients; FOXP3: brown; CD8<sup>+</sup> T cells and CD34<sup>+</sup> HSPCs: red). FOXP3<sup>+</sup> cells are highlighted with black and CD8<sup>+</sup> T cells and CD34<sup>+</sup> HSPCs with red circles. Slides were analyzed with QuPath software. (D) Frequency of Tregs located in close proximity to CD8<sup>+</sup> T cells and LSPCs in the BM of newly diagnosed CML patients (n=10 patients). Slides were analyzed by QuPath software. Close proximity was defined as a distance of  $\leq$  two cell nuclei; t-test. (E-F) Correlation of mRNA expression levels of (E) *TGFBI* and (F) *TNFRSF4* with *FOXP3* in BM of healthy donors (HD: n=73; GSE13159); Spearman correlations. (G)

131 FACS gating strategy to identify CD8<sup>+</sup> T cells and Tregs in the BM of CML patients. Data are  
132 shown as mean. Related to Figure 8.

133

How the deposited data were processed for this re-analysis (not part of the article)

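RNA of BM Tregs from 3 naive and 3 CML mice at day 15 after CML induction was measured, with 1 library for each mouse. The conditions and replicate numbers were taken from the sample labels and from the n given in the paper. The authors prepared libraries with the SMART-Seq v4 kit, sequenced single-end reads on a NextSeq 500, assembled the reads in SeqMan NGen and analyzed them in ArrayStar. The deposited values were read as RPKM, a unit that the paper's text does not name. This reading rests on the values: in features with a RefSeq length (1291 microRNA and small nucleolar RNA genes), value times length fell on whole multiples of a fixed step more often than by chance. A step was taken as the smallest product that recurred at least 5 times within 0.5%. Of the products up to 20 steps, 33.0% to 64.6% in the 6 libraries lay within 0.05 of a whole number of steps, and 30.5% to 59.0% did without the products that define the step, against 10% by chance. Other units scaled by length would show such steps too, and RPKM is the reading used because the sums of the values differ between libraries. The reads per library that follow from the steps range from 829184 to 7613827 in CML Tregs and from 5187987 to 9751911 in naive Tregs. They are estimates and were used only to describe depth, to set a floor of 3 reads and to thin libraries. Intervals and floors of this kind cover counting error only, because amplified reads without molecular identifiers are not independent molecules.

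In the deposited tables, 41 feature names occur more than once. Repeated names were kept as separate features. A value of 0.001 marks features without reads in the deposited tables and was set to 0. The normalization within ArrayStar was done by the authors before deposition and cannot be undone from the RPKM values. The paper's methods name DEseq2, a 2-way ANOVA, an FDR threshold of 0.05 and a fold threshold of 1.5. As the deposited values are not counts, tests for counts were not run.

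Differences between CML and naive Tregs were tested with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1) for the 13923 genes with a mean of at least 1 RPKM over the 6 libraries, with a trended prior variance, without a replicate block, and with Benjamini-Hochberg adjustment. Gene lists were tested with camera at an inter-gene correlation of 0.01. The 15 lists were written by hand before the deposited values were examined, but with Supplemental Table 1 at hand, since GO annotation was not used here. PCA was run on gene-centered, unscaled values. Spread within groups was the mean pairwise Euclidean distance. Single values were compared with exact 2-sided permutation tests, which cannot give a p below 0.1 with 3 mice against 3. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other steps. Transcript lengths and GC content came from the longest GENCODE M21 transcript of each symbol, or from RefSeq for microRNA and small nucleolar RNA genes, and 88.6% of the tested genes had a length.

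The genes named in the text follow a rule fixed before the data were examined. They are the 5 receptors the paper names, genes of proteins or mRNAs that the paper measured in other assays, and the 5 largest increases and 5 largest decreases among genes past an adjusted p of 0.05 and a fold of 1.5 whose CML and naive libraries did not overlap. Other genes are named as members of the hand-written lists or of Supplemental Table 1. The features named in the closing section outside these groups were chosen after their values were seen. A gene that falls under this rule is not reported here.

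The limma fit was tested on simulated values with the means and spreads of the real genes. Of 200 genes changed by known amounts, 72% were recovered at an adjusted p under 0.05, all with the right direction, and 5 of the other 13723 genes were called. With 0.5 times the spread, 92.5% of the 200 genes were recovered. With no gene changed, 0 of 13923 genes were called at the adjusted p and 638 at an unadjusted p under 0.05 with the fold threshold. A list of 31 genes shifted by a known amount was found, and 0 of the 11 lists that share no gene with it were called. The simulated genes varied independently of each other, with the same spread in both groups and no outlying library. The changes were large and set in genes above the lowest values. The simulation therefore does not show how limma or camera behave with correlated genes or with a library like CML replicate 2.

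Alternatives set before the data were examined covered the pseudocount, the filter on low values, the scaling between libraries, each library left out in turn, the replicate number as a block, the moderation of variances, library weights, microRNA and T cell receptor segment features left out, and, for the lists, an estimated inter-gene correlation and the removal of genes of Supplemental Table 1. The replicate numbers come from the sample labels and belong to different mice.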

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

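The test of read numbers in this part was chosen after the values were seen. A group of 5 features that carry no symbol of the RefSeq annotation and are absent from Supplemental Table 1 had a mean of at least 1000 RPKM and lay higher in every CML library than in every naive library. They were chosen after their values were seen, and they are data that the paper does not discuss. Their names in the deposited tables are LOC105243981, LOC105244058, LOC105245046, LOC105245638 and LOC105246107. Summed, their mean in CML Tregs was 9.99 times that in naive Tregs, a ratio that rests largely on CML replicate 2. The sums were 29934, 294448 and 75294 RPKM in CML replicates 1, 2 and 3. In naive replicates 1, 2 and 3 they were 20726, 10560 and 8741 RPKM. The 5 features held 4.35%, 36.1% and 10.1% of the summed values of CML replicates 1, 2 and 3, and 2.95%, 1.49% and 1.31% of those of naive replicates 1, 2 and 3. LOC105245046 alone had 163202 RPKM in CML replicate 2 and at most 739 RPKM in any other library.

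A larger share of these features in libraries with fewer reads, whatever the group, is a candidate explanation. Over the 6 libraries, the summed value fell as the estimated reads rose (Spearman rho -0.94, exact permutation p = 0.0167; Pearson r of the log10 values -0.97, exact permutation p = 0.00556), and the 3 naive libraries followed the same order. This was the only relation computed for these features (1 in all). Without the 2 libraries farthest from the median number of reads, Pearson r was -0.65 over 4 libraries, so the relation rests in part on those 2. Read numbers and group are not independent here, since CML replicates 2 and 3 had fewer reads than every naive library. The features were selected for higher values in every CML library, which by itself favors a negative relation. The permutation p values ignore this selection and so do not test the explanation. CML replicate 1 had more reads than naive replicate 1 (7613827 against 5187987) and yet a higher summed value (29934 against 20726 RPKM), so the number of reads alone does not give the order of these 2 libraries. The shares of reads and of CML in the pattern were not separated, and a match of these features to a reference sequence was not analysed here.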

How the results depend on the processing

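The alternatives were set before the data were examined, apart from the procedure read from Supplemental Table 1. The main values are 24 genes at an adjusted p under 0.05, 1190 genes at an unadjusted p under 0.05, 618 genes of Supplemental Table 1 in its direction, a log2 fold change of Tnfrsf4 of 1.06, a PC1 share of 38.6%, a spread ratio of 1.56 and 11 gene lists.

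The count at an adjusted p was the least stable. It was 0 with a pseudocount of 0.001 (973 genes at an unadjusted p), 1 without a filter on low values, 1 with the replicate block, 2 with unmoderated variances, 11 with eBayes trend=FALSE, 12 with microRNA and T cell receptor segment features left out, 45 with library weights, 53 with quantile normalization and 53 with the same 75th percentile. Of the 24 genes, 23 were shared with the 53 genes of quantile normalization and 23 with those of the same 75th percentile. Across the 6 fits that each left out one library, the count ran from 0 to 29, and the count at an unadjusted p from 731 to 1758. The 2 fits that gave 0 genes, without naive replicate 1 and without naive replicate 2, had 745 and 731 genes at the unadjusted p. The cause was not tested. The split of calls at an unadjusted p under 0.05 moved with the scaling and with CML replicate 2, from 30.5% higher genes to 45.9% without this library, 51.4% with quantile normalization, which centers the fold changes by design, and 37.3% with the same 75th percentile. The procedure read from Supplemental Table 1, chosen after the data were seen, gave 837 genes at an unadjusted p (294 higher and 543 lower), and 994 genes (463 higher and 531 lower) with CML replicate 2 left out.

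Tnfrsf4 was higher in CML Tregs under every alternative, with log2 fold changes from 0.93 to 1.29 in the 6 fits that each left out one library. The adjusted p fell under 0.05 with quantile normalization (log2 fold change 1.15), the same 75th percentile (1.13) and library weights (1.23), and without CML replicate 2 (1.29). It stayed above 0.05 elsewhere. Tgfb1, with a main log2 fold change of -0.0038, changed sign with quantile normalization (0.042), with the same 75th percentile (0.066), and in fits that left out CML replicate 1 (0.011), CML replicate 2 (0.046) or naive replicate 3 (0.024). Across the 6 fits that each left out one library it ran from -0.069 to 0.046. Over the other named genes and all their alternatives, 334 results were the same in direction and side of the threshold, 82 lost and 4 gained an adjusted p under 0.05, and 5, those of Tgfb1, changed sign.

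The direction of the Supplemental Table 1 genes stayed between 517 genes (of 533 that pass a mean of at least 5 RPKM) and 639 genes under every alternative, and between 574 (of 637, without CML replicate 3) and 639 across the fits that each left out one library. CML replicate 2 bears on it: without this library all 639 genes changed in the direction of the table, and with library weights, which gave it the lowest weight (0.261), all 639 did too. The share of PC1 moved to 42.4% with a pseudocount of 0.1, 46.8% with a pseudocount of 0.001 and 32.6% with quantile normalization, and ran from 41.5% to 51.5% across the fits that each left out one library. In each of these settings the CML libraries lay on one side of the naive libraries on PC1. The spread ratio stayed above 1 under every alternative, from 1.35 with the 500 most variable genes to 1.79 with a pseudocount of 0.001.

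The number of gene lists at an adjusted p under 0.05 fell to 0 with an estimated inter-gene correlation (1 list, the effector Treg genes, at an unadjusted p of 0.0369) and to 3 without the genes of Supplemental Table 1. Those genes had been selected for their change, so a loss of calls on their removal is built in and does not bear on the lists. It ran from 8 to 12 across the fits that each left out one library. The tricarboxylic acid cycle enzymes changed sign with quantile normalization (adjusted p = 0.971), and the TNF receptor superfamily list did so without the genes of Supplemental Table 1 (adjusted p = 0.328). Neither passed in any of the 2 settings compared. Over the lists, 195 results were the same, 26 lost and 2 gained an adjusted p under 0.05, and 2 changed sign.

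Samples with the same replicate number did not deviate together. The correlation over genes of their deviations from the group means was -0.0048, -0.0016 and -0.02 for replicates 1, 2 and 3, and the mice are different, so a call lost with the replicate block is not read as a weaker effect. With the block, 1 gene had an adjusted p under 0.05, 1122 genes had an unadjusted p under 0.05, and 11 gene lists passed.

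Other groupings of the 6 libraries were compared with the real one. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many as 24 genes at an adjusted p, and the others gave at most 5. The real split was also the only 1 of the 4 with as many as 1190 genes at an unadjusted p (at most 565 in the others) and 11 gene lists (at most 5). The 6 splits that part fewer pairs gave at most 5 genes, 513 genes and 10 lists. The direction of the Supplemental Table 1 genes (618 in the real split, at most 610 and 617 in the others) does not bear on the grouping, because these genes had been selected for their change under the real split. With 3 libraries in each group, 10 splits exist, and no share under 0.1 can be reached.

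The depth limits genes with low values most. A feature of 65 bases needs 55.7 RPKM to collect 3 reads in CML replicate 2, against 6.06 RPKM in CML replicate 1. With all libraries thinned to the reads of CML replicate 2, the median number of genes at an adjusted p over 20 draws was 0 higher and 6 lower, of 12342 genes with a length, while medians of 319.5 higher and 665 lower genes had an unadjusted p under 0.05. DESeq2 and edgeR were not run because the values are not counts.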

Differences from the paper's values

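Only the procedure read from Supplemental Table 1 was chosen after the results were seen. The paper reports 639 differentially expressed genes, and 24 had an adjusted p under 0.05 and a fold of at least 1.5 here. The paper's 460 genes higher in CML Tregs stand against 6, and the paper's 179 lower genes against 18. None of the alternatives set before the data were examined closed these gaps. The p values of Supplemental Table 1 reach 0.0499. They were matched by a test without adjustment and with other values for CML replicate 2 than those deposited. The adjusted counts here are therefore set against a list made at an unlike threshold and, it appears, from partly different values. At an unadjusted p under 0.05, 1190 genes were found against the paper's 639. With a mean of at least 5 RPKM (856 genes) and without naive replicate 1, 2 or 3 (745, 731 and 829 genes), the count was within 1.5 times the paper's, and with the other alternatives it was not. The procedure read from Supplemental Table 1, chosen after the values were seen, gave 837 genes. At the unadjusted p, 827 genes were lower in CML Tregs against the paper's 179, and none of the alternatives closed that gap. The number of higher genes at the unadjusted p, 363, is not counted as different from the paper's 460.

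The paper's log2 fold change of Tnfrsf4 in Supplemental Table 1 is 1.39, against 1.06 here. The values with quantile normalization (1.15), the same 75th percentile (1.13), library weights (1.23), without CML replicate 2 (1.29) and without naive replicate 1 (1.12) were within the spread between replicates of the paper's value, and those of the other alternatives were not. For Tnfrsf8, the paper's value is 3.97 against 2.68 here. A pseudocount of 0.1 (3.66) or 0.001 (3.89) and the fits without CML replicate 2 (3.23) or naive replicate 3 (3.11) came within the spread. For Tnfrsf18, the paper's value is 1.05 against 0.68. The same 75th percentile (0.75), library weights (0.81) and the fit without CML replicate 2 (0.91) came within the spread. For Mki67, the paper's value is 1.15 against 0.69. Quantile normalization (0.74), the same 75th percentile (0.76), library weights (0.84) and the fits without CML replicate 2 (1.04) or naive replicate 3 (0.72) came within the spread. For Ccr8, the paper's value is 2.39 against 2.08. Pseudocounts of 0.1 (2.19) and 0.001 (2.21), the same 75th percentile (2.15), the fit without naive replicate 3 (2.23), quantile normalization and the fit without CML replicate 2 came within the spread.

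For genes without reads in a whole group, the fold change is set by the floor or pseudocount, so only a lower bound of the change is known and the values that follow do not show a difference in expression. For Gzma, at 0 in the 3 naive libraries, the paper's log2 fold change is 11.3, against 1.39, 3.34 and 7.73 with pseudocounts of 1, 0.1 and 0.001, and none of the alternatives came within the spread. For the microRNA features without reads in CML Tregs, the paper's values are -16.3 (Mir6989), -15.8 (Mir5132), -15.2 (Mir7088) and -15.2 (Mir15b), against -6.32, -5.80, -5.22 and -5.21. A pseudocount of 0.001 gave -16.3, -15.7, -15.2 and -15.1, and the other alternatives did not come within the spread.

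The paper calls Tnfrsf1b, Tnfrsf4 and Tnfrsf8 upregulated, and their adjusted p values were 0.0793, 0.161 and 0.256 here. Tnfrsf1b and Tnfrsf4 passed an adjusted p of 0.05 with quantile normalization, the same 75th percentile, library weights and without CML replicate 2. Tnfrsf8 passed under none of the alternatives. The paper also counts the 5 receptors among the most upregulated genes. By the paper's own fold changes, they rank 7 (Tnfrsf8), 22 (Tnfrsf9), 56 (Tigit), 106 (Tnfrsf1b) and 116 (Tnfrsf4) among the paper's 460 upregulated genes. The paper's list holds more genes higher than lower in CML Tregs, whereas 30.5% of the calls at an unadjusted p were higher here. That share was 51.4% with quantile normalization, which centers the fold changes by design.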

Other observations

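The tests of quantile normalization, of CML replicate 2 behind Supplemental Table 1, of reads behind missing features and of CD8 T cell, NK cell and erythroid markers were chosen after the results were seen. The other tests in this part were chosen before.

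More genes were lower than higher in CML Tregs at an unadjusted p under 0.05 (69.5% lower). With all libraries thinned to the same number of reads, the median share of lower genes over 20 draws was 67.5% (68.7% without thinning over the same 12342 genes), so unequal reads do not account for it. The share was 63.2% among genes with a mean of at least 20 RPKM. It differed by 1.07 percentage points between the genes with the shortest and longest transcripts, and by 4.60 percentage points between those with the lowest and highest GC content (outer groups of 4 equal groups). With quantile normalization the share of lower genes was 48.6%, but this method centers the fold changes by design, so a share near 50% does not test whether scaling is the cause. With the same 75th percentile, 758 of 1209 calls were lower. A few features that take a larger part of the CML libraries are a candidate explanation for part of the excess. When the libraries were scaled to the same sum without 16 features that are among the 10 highest of any library, the share fell from 69.8% to 59.4%. Without CML replicate 2, 683 genes were higher and 805 lower, with a median log2 fold change of -0.032, against 363 and 827 genes and -0.18 with all libraries, so much of the excess goes with this library.

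CML replicate 2 lay apart from the other 5 libraries. Its mean distance to them was 1.39 times their mean distance to each other. Thinning all libraries to the same reads lowered the excess by 36.8%, to a ratio of 1.24, and the scaling without the highest features lowered it by 1.59%. The greater spread of CML Tregs behaved similarly: its excess fell by 40.1% after thinning, from a ratio of 1.55 to 1.33. Unequal reads may thus account for part of both patterns but, by these tests, for less than 50% of either. Differences between the CML mice in disease stage or cell number were not tested.

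The CML means of Supplemental Table 1 differ from those of the deposited values. The naive means of the 639 genes match the deposited values within 0.0014 (log2), whereas the CML means differ by a median of 0.28 and match within 0.01 for 28 genes. If CML replicates 1 and 3 are taken as deposited, the table implies a value of CML replicate 2 for each gene. With that value, an equal-variance test without adjustment gave the p values of the table, with a median absolute log10 ratio of 5.3e-05. The ratio was 0.70 with the deposited values, and 0.80 or 0.88 when CML replicate 1 or 3 was replaced instead. The values behind the table for CML replicate 2 may therefore be another set than the deposited one. They are not the deposited values times a factor, since the log2 difference had an SD of 1.11 over 566 genes. Of the 71 listed genes without reads in the deposited CML replicate 2, 48 have reads in the implied values. Over the 566 genes, which are not independent replicates and were selected for their change, the implied values correlated with CML replicates 1, 2 and 3 at 0.96, 0.84 and 0.95. All 639 genes lie in the direction of the table in CML replicates 1 and 3 taken singly (100%), and 69.6% do in CML replicate 2. Because the genes were selected with CML replicates 1 and 3, this difference is in part built in. The p values of the table reach 0.0499. With Benjamini-Hochberg adjustment over the 12120 genes tested by the same procedure here, and with only listed genes counted in the ranks, 25 of the 639 genes of the table have an adjusted p under 0.05. For Tnfrsf4, the table implies 559 RPKM in CML replicate 2 against 284 RPKM as deposited.

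Among 26980 features with a length, 271 had no reads in the 3 CML libraries and reads in all 3 naive libraries, and 2 showed the reverse. For 51 of the 271, at least 10 reads would be expected in CML replicate 1 from the lowest naive value, so fewer reads alone do not account for them. Fewer molecules behind the CML libraries are a candidate explanation. At equal reads, the CML libraries detected medians of 12627, 11133 and 11974 features and the naive libraries 12788, 12961 and 13168, so that every CML library detected fewer. Fewer genes expressed in CML Tregs would give the same result and cannot be told apart. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many as 51 such features, and the others gave at most 17. The splits that part fewer pairs gave at most 26.

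Gzmb had 138 ± 35.5 RPKM (SD, n = 3) in CML Tregs and 17.6 ± 12.4 RPKM in naive Tregs (log2 fold change 3.10, limma adjusted p = 0.0729), with all CML libraries above all naive libraries. Gzma had 5.70, 0 and 1.68 RPKM in CML replicates 1, 2 and 3 and no reads in naive Tregs. RNA from CD8 T cells or NK cells is a candidate source. The summed CD8 T cell markers (Cd8a and Cd8b1) were 1.52 times and the summed NK cell markers 1.30 times as high in CML as in naive libraries on average. Both overlapped between the groups. More CD8 T cell RNA with an unchanged share of Gzmb would thus not give the whole difference. CD8 T cells with more Gzmb in CML were not excluded. The NK cell markers, at most 5.64 RPKM in any library, were too low to decide on NK cells. Whether Tregs themselves express more Gzmb in CML remains a hypothesis.

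Granulocyte RNA, listed before the result was seen, and erythroid RNA, added after, were also tested as sources of the granzyme difference. Both were set aside after their results were seen, on the ground that those cells do not make granzymes. That ground was not tested here, and their markers are given as values only. The erythroid markers were 6.30 times as high in CML as in naive libraries on average, without overlap. The granulocyte markers were 3.26 times as high, with overlap. The summed erythroid markers were 132, 41.8 and 253 RPKM in CML replicates 1, 2 and 3 and 30.3, 31.6 and 5.93 RPKM in naive replicates 1, 2 and 3. The summed markers of hematopoietic stem and progenitor cells were 6.80, 8.77 and 7.89 RPKM in the CML libraries and 3.70, 3.93 and 2.57 RPKM in the naive libraries. The granulocyte markers summed to 12.0, 213 and 232 RPKM in the CML libraries and to 32.6, 54.3 and 53.4 RPKM in the naive libraries. Leukemia cells share GFP with the Tregs. RNA carried over from them was not tested as a source of other increases in CML libraries, such as those of cell cycle genes.

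Nrp1 was lower in CML Tregs, with 73.2 ± 2.91 RPKM against 132.6 ± 4.96 RPKM in naive Tregs (SD, n = 3; log2 fold change -0.85, limma adjusted p = 0.0968) and no overlap between the groups. Its log2 fold change stayed between -0.88 and -0.82 when each library was left out in turn. Ikzf2 had 272 ± 30.4 and 248 ± 14.0 RPKM (log2 fold change 0.13, limma adjusted p = 0.778). The 94 cytosolic ribosomal protein genes tested were lower in CML Tregs (adjusted camera p = 0.00155), with a median log2 fold change of -0.30 beside -0.18 for all genes, but the library means overlapped (exact permutation test, p = 0.2). The adjusted camera p of this list was 0.231 without CML replicate 1, 0.0737 without naive replicate 2 and 0.574 with an estimated inter-gene correlation.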
